# Single-Cell Transcriptome Analysis Dissects the Replicating Process of Pancreatic Beta Cells in Partial Pancreatectomy Model

**DOI:** 10.1016/j.isci.2020.101774

**Published:** 2020-11-06

**Authors:** Hisato Tatsuoka, Satoko Sakamoto, Daisuke Yabe, Ryotaro Kabai, Unyanee Kato, Tatsuya Okumura, Ainur Botagarova, Shinsuke Tokumoto, Ryota Usui, Masahito Ogura, Kazuaki Nagashima, Eri Mukai, Yoshio Fujitani, Akira Watanabe, Nobuya Inagaki

**Keywords:** Biological Sciences, Molecular Biology, Genomics

## Abstract

Heterogeneity of gene expression and rarity of replication hamper molecular analysis of β-cell mass restoration in adult pancreas. Here, we show transcriptional dynamics in β-cell replication process by single-cell RNA sequencing of murine pancreas with or without partial pancreatectomy. We observed heterogeneity of *Ins1*-expressing β-cells and identified the one cluster as replicating β-cells with high expression of cell proliferation markers *Pcna* and *Mki67*. We also recapitulated cell cycle transition accompanied with switching expression of *cyclins* and E2F transcription factors. Both transient activation of endoplasmic reticulum stress responders like *Atf6* and *Hspa5* and elevated expression of tumor suppressors like *Trp53*, *Rb1*, *and Brca1* and DNA damage responders like *Atm*, *Atr*, *Rad51*, *Chek1*, and *Chek2* during the transition to replication associated fine balance of cell cycle progression and protection from DNA damage. Taken together, these results provide a high-resolution map depicting a sophisticated genetic circuit for replication of the β-cells.

## Highlights

• Single cell RNA sequencing dissects a sequence of replication process of beta cells
• ER stress responders are transiently activated in initiation of the proliferation
• Physiological replication accompanied with induced expression of tumor suppressors
• Fine balance of proliferation genes and tumor suppressors is a key of the replication

## Introduction

Type 2 diabetes is characterized by impaired insulin secretion resulting from dysfunction of the pancreatic β-cells and/or reduction in β-cell mass in addition to insulin resistance in peripheral tissues (Fujimoto and Inagaki, 2011; Kahn, 2003; Yabe et al., 2015). Current anti-diabetes drugs targeting β-cell dysfunction enhance insulin release from β-cells (Seino et al., 2017) but exhibit limited effect to patients whose β-cell mass is already reduced. Since developing new drugs for the patient with low β-cell mass has been highly desired, several strategies for increment of intrinsic β-cell mass are proposed, such as stimulating β-cell replication, decreasing β-cell death, and producing mature β-cells from progenitors or other types of cells (Karaca et al., 2009). Previous studies showed self-replication of pre-existing β-cells plays the most important role in the maintenance of β-cell mass in adult mice (Dor et al., 2004; Teta et al., 2007). However, replication rate of β-cells in adult human and mice is extremely low (Butler et al., 2003; Reers et al., 2009; Teta et al., 2005) as a result of its gradual decrease with aging from highest replication after birth (Gregg et al., 2012; Teta et al., 2005). Thus, an attempt to increase β-cell mass by stimulating the replication is a major challenge in the treatment of diabetes, and the mechanisms involved in β-cell replication in adult are eagerly sought.

To study molecular mechanisms of β-cell replication in adult pancreas, several animal models have been developed: acquisition of insulin resistance (El Ouaamari et al., 2016; Terauchi et al., 2007), induction of hyperglycemia (Sharma et al., 2015), pregnancy model (Kim et al., 2010), β-cell ablation (Morita et al., 2016), administration of a glucokinase activator (Nakamura et al., 2009), and partial pancreatectomy (PPTx) model (Peshavaria et al., 2006; Rankin and Kushner, 2009; Togashi et al., 2014). Among these efforts, PPTx has been shown to offer the most robust replication of murine β-cells without critical effect on blood glucose. A microarray analysis shows altered expression of cell cycle genes and the *Reg* gene family by PPTx but could not address whether the alterations recapitulated replicating β-cell-specific gene networks (Rankin and Kushner, 2010), probably due to the fact that islets are composed of multiple cell types such as α-, δ-, PP, and β-cells including a small number of replicating cells (Bader et al., 2016; Dorrell et al., 2016; Johnston et al., 2016; Steiner et al., 2010). Moreover, and more importantly, understanding of similarity or difference between physiological proliferation and malignant tumorigenesis is required for secure induction of replication of functional β-cells. Molecular understanding for fine control of the proliferation, a double-edged sword, with a brake against aberrant growth leads to development of safe pharmaceuticals (Heit et al., 2006). However, physiological condition-specific proliferation signaling has not been clarified.

Single-cell RNA sequencing (scRNA-seq) has enabled to highlight β-cell subpopulations based on their gene expression profiles in human and mice (Baron et al., 2016; Muraro et al., 2016; Segerstolpe et al., 2016) and describe gradual change of transcriptome by pseudo-time course analysis (Xin et al., 2018; Zeng et al., 2017). However, dynamics of gene expression in the transition to the proliferating state remains unknown. In the current study, we employed scRNA-seq to delineate taxonomy of islet cells of young mice and addressed molecular circuit activating replication of the β-cells.

## Results

### Alteration of Gene Expression in PPTx-Induced β-Cell Proliferation

To activate replication of β-cells, we conducted 50% PPTx on 8-week-old (young) and 52-week-old (old) C57BL/6J mice as described previously (Peshavaria et al., 2006) (Figure 1A) and observed that PPTx induced mild hyperglycemia both in young and old mice, whereas obvious changes were not seen in body weight, glucose tolerance, and insulin secretion (Figures S1A–S1D), in agreement with previous reports (Rankin and Kushner, 2009; Togashi et al., 2014). *In vivo* labeling of islet cells with 5-bromo-2′-deoxyuridine (BrdU) demonstrated that proliferating insulin^+^/BrdU^+^ cells were significantly increased by PPTx, and increment of the cells in young mice which underwent PPTx was much greater than that in old mice (Figures 1B and 1C), which is also in agreement with a previous study (Rankin and Kushner, 2009).

**Figure 1:**
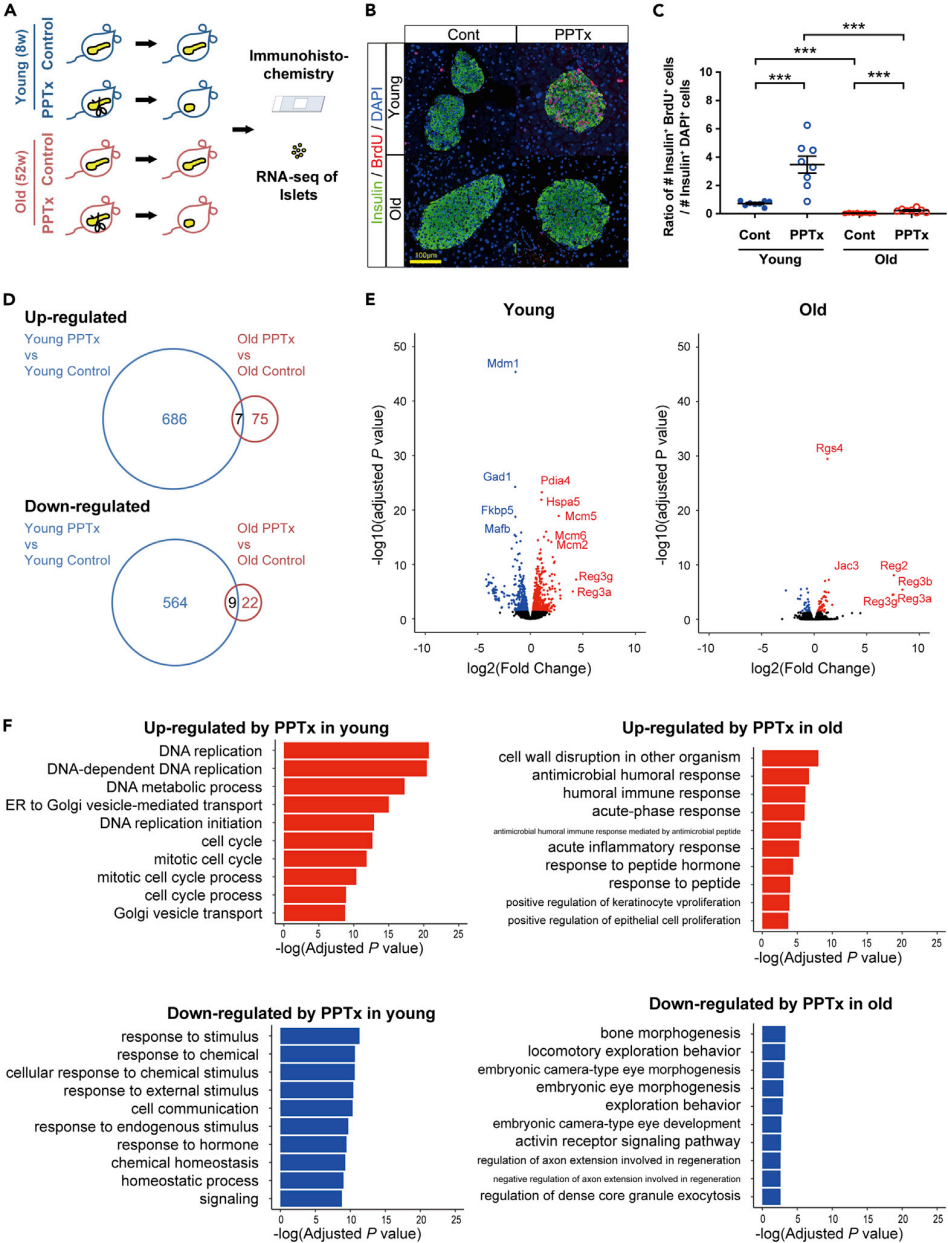
Altered Gene Expression Profile of Pancreatic β-cells after Partial Pancreatectomy (PPTx) (A) Experimental design for analyses of replication of β-cells using PPTx mice. Young and old C57BL/6J mice were subjected to PPTx followed by immunohistochemistry and RNA sequencing. The control group received no surgical operation. (B) Representative image of pancreatic β-cells labeled with 5-bromo-2′-deoxyuridine (BrdU). Scale bar represnts 100 μm. The pancreas from young and old mice in the control and PPTx groups were immunostained for insulin (green), BrdU (red), and 4′,6-diamidino-2-phenylindole (DAPI) (blue). (C) Ratio of insulin^+^BrdU^+^ cells to insulin^+^DAPI^+^ cells. Values are mean ± SEM. ∗∗∗, p < 0.001 (Mann-Whiteny U test). (D) Numbers of differentially expressed genes in bulk RNA sequencing analysis between islets of control and 2 days after PPTx in young (blue) and old (red) mice (n = 4, each group). Numbers of upregulated genes (upper panel) and downregulated genes (lower panel) in the PPTx group compared to control ones were shown. (E) Volcano plots of differentially expressed genes in bulk RNA sequencing of the control and PPTx group in young (left) and old mice (right) (n = 4, each group). Genes significantly upregulated and downregulated in PPTx groups are indicated in red and blue, respectively. Adjusted p value <0.05 was defined as significant. (F) Gene ontology (GO) terms enriched in genes upregulated (upper panel) or downregulated (lower panel) in the PPTx group compared to control in young (left) and old (right) mice. The top 10 GO terms are shown for each comparison. See also Figure S1 and Table S1.

We then conducted bulk RNA-seq of PPTx and control islets in young and old mice (Figures 1D and S1E) and observed induction of *Reg3a* and *Reg3g* by PPTx both in young and old mice as reported previously (Figure 1E) (Rankin and Kushner, 2010). In addition, we found young PPTx-specific induction of a large number of genes including a well-known endoplasmic reticulum (ER) marker *Hspa5* (GRP78) and DNA replication licensing factors *Mcm2*, *Mcm5*, and *Mcm6* (Figure 1E). Gene ontology (GO) enrichment analysis also showed that genes related to cell cycle and ER function were remarkably upregulated in young mice which underwent PPTx compared to its control, whereas high expression of inflammation and immune response genes was observed in old mice which underwent PPTx (Figure 1F; Table S1).

### Cell Taxonomy by Single-Cell Transcriptome Profiling Highlights Replicating β-Cells

Our conventional bulk RNA-seq could not state whether altered gene expression profiles represented the majority of islet cells or reflected strong induction of the genes in a rare population such as replicating β-cells. Thus, we conducted scRNA-seq of PPTx and control islet cells from young mice to highlight gene expression signatures of replicating β-cells. 

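Islet cells of 8-week-old mice were profiled in droplets in 4 control samples and in 4 samples taken 2 days after 50% PPTx, each pooled from the islets of 1 to 3 mice. The paper's methods name the ddSEQ system with its SureCell kit, whereas the sample labels name a Chromium kit. The authors aligned the reads to mm10 and counted unique molecular identifiers (UMIs) with Cell Ranger, and the deposited files hold these whole-number counts per gene symbol and cell without normalization. The lowest total among the kept cells was 2005 UMIs, so cells had been selected by their UMIs before deposit. With the paper's limits on genes and UMIs per cell, 1232 of 1240 cells were kept, 520 from control and 712 from PPTx mice, with 12781 genes detected in at least 3 cells. The total per sample in the files was 236645, 604804, 1580152 and 1095414 UMIs in control and 946659, 1560114, 1234239 and 613202 UMIs in PPTx samples. Over the kept cells the sample median was 833698 UMIs in control and 1049030 UMIs in PPTx. The median per cell was 5792 UMIs in control and 5399.5 UMIs in PPTx cells, and ranged from 3328 to 8677 UMIs between samples. Transcripts of Ins1 and Ins2 took between 42.0% and 54.1% of the UMIs of each sample. Clustering followed the paper's Seurat settings (2000 variable genes, 7 dimensions, resolution 0.5), except that the 72 genes named in the paper were withheld from the variable genes, which removed 38 of them, so that none of these genes defined a cluster. Counts were summed per sample and cluster and compared with edgeR's quasi-likelihood test, with the sample as a block between clusters, because cells of a sample are not independent replicates. Reads carry molecular identifiers, and the intervals and limits given with counts cover counting error only.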

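Clustering of the 1232 cells gave 6 clusters. The 4 clusters with beta-cell markers in the lead were numbered by the gene lists of Table S3 without the named genes. Cluster 1 held 236 cells, cluster 2 held 412, cluster 3 held 153 and cluster 4 held 62. Of the remaining 369 cells, 285 formed a cluster led by Ghrl, Gcg, Ppy and Sst and 84 formed a cluster of mixed hormone content, in which Scrublet called 16 doublets. Ins1 averaged 85940 ± 23367 CPM (SD, n = 8 samples) in cluster 1, where CPM are the UMIs of a gene scaled to the summed UMIs of a sample's cells in the cluster. Its mean was 83802 ± 23304 CPM (SD, n = 8) in cluster 2, 84664 ± 22175 CPM (SD, n = 7) in cluster 3 and 72943 ± 34183 CPM (SD, n = 8) in cluster 4, against 17366 ± 9239 CPM (SD, n = 8) outside these clusters. A UMI of Ins1 was present in 360 of the 369 cells outside clusters 1–4, a share that RNA free in the droplets can give, so the level and not the presence of Ins1 separated the clusters. Outside clusters 1–4, Ppy averaged 203905 ± 69010 CPM (SD, n = 8) and Gcg 119330 ± 101226 CPM (SD, n = 8).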

Dimensionally, reduction by uniform manifold approximation and projection (UMAP) classified the islet cells into 6 subpopulations (Figure 2A), and we defined each cluster as β-cells (*Ins1*-expressing clusters 1–4), PP- and δ-cells (*Ppy*- or *Sst*-expressing cluster 5), and α-cells (*Gcg*-expressing cluster 6) (Figures 2B and S2A). In the clusters with *Ins1* expression, a proportion of cells in the cluster 4 exhibited statistically significant difference between PPTx and control groups (Figure 2C), proposing this cluster was a replicating β-cell population. 

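Cells of cluster 4 made up 2.28% ± 0.714 (SD, n = 4 samples) of control and 6.76% ± 0.787 (SD, n = 4) of PPTx cells. The difference of 4.48 percentage points exceeded the spread within both groups, and no control sample reached the lowest PPTx sample (exact permutation test, two-sided as are all tests here, p = 0.0286, the smallest p that 4 samples against 4 allow). The exact Mann-Whitney U test gave p = 0.0286 as well. Adjusted for the 6 clusters tested, the exact p was 0.171, the smallest value that a single separated cluster can reach with these samples, so the correction does not bear on the difference. Cluster 1 took 28.9% ± 20.4 (SD, n = 4) of control and 16.6% ± 16.8 (SD, n = 4) of PPTx cells (exact permutation test, p = 0.4). For cluster 3 the shares were 3.64% ± 3.31 (SD, n = 4) and 14.81% ± 14.1 (SD, n = 4), within the spread of the samples (exact permutation test, p = 0.257), and 91 of its 153 cells came from PPTx replicate 2. Cluster 2 held 35.1% ± 7.36 (SD, n = 4) and 33.1% ± 8.67 (SD, n = 4), respectively (exact permutation test, p = 0.743). The alternative that moved the difference in cluster 4 most defined replicating cells without clusters, by at least 2 UMIs of 10 replication markers (Top2a, Birc5, Cdk1, Ube2c, Cenpa, Cdca8, Nusap1, Ccna2, Mki67 and Tpx2) in beta-like cells thinned to equal UMIs. It gave 2.58% ± 1.87 (SD, n = 4) in control and 3.60% ± 1.90 (SD, n = 4) in PPTx samples (exact permutation test, p = 0.457).

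**Figure D1:**
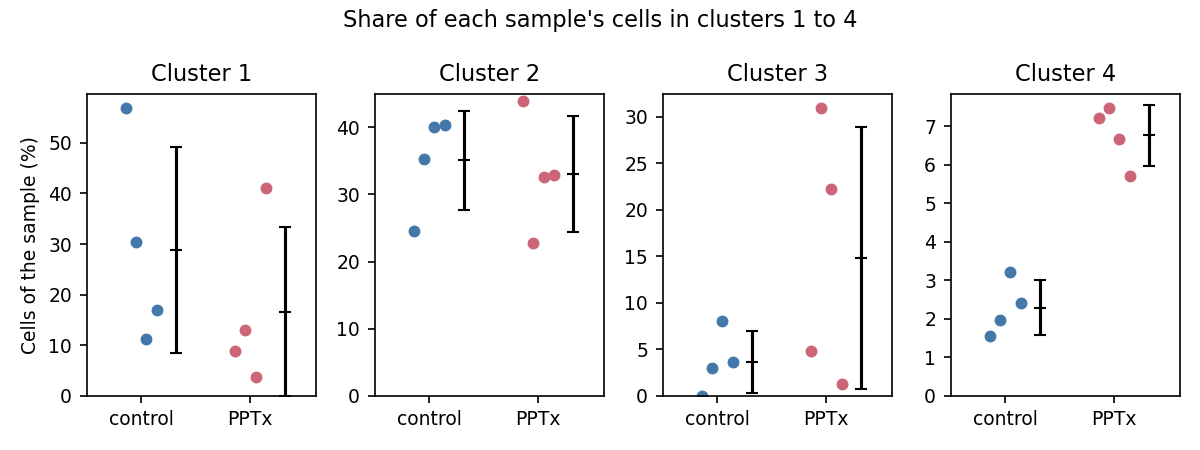
Share of each sample's cells in clusters 1 to 4, in percent of all kept cells of the sample. Points are samples, with 4 per group, and bars give the mean and SD. In cluster 4 the PPTx samples lie between 5.70% and 7.48% and the control samples between 1.54% and 3.21%.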

A proportion of cluster 4 cells was concordance with immunohistochemistry of BrdU^+^ cells (BrdU^+^, 0.73% in control vs 3.47% in PPTx; and cluster 4 cells, 2.3% in control vs 5.6% in PPTx) and exhibited high reproducibility in replicates (N = 4 in Figures 1C and 2C). 

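Cluster 4 contained 1 of 65 cells of control replicate 1, 2 of 102 of replicate 2, 6 of 187 of replicate 3 and 4 of 166 of replicate 4. In PPTx it contained 9 of 125, 22 of 294, 9 of 135 and 9 of 158 cells. The exact Clopper-Pearson 95% interval ran from 0.0389% to 8.28% in control replicate 1 and from 4.75% to 11.1% in PPTx replicate 2, the samples with fewest and most cells. Over the pooled cells of each group the share was 2.50% (95% interval 1.34% to 4.24%) in control and 6.88% (95% interval 5.13% to 9.00%) in PPTx mice. Leaving out each sample in turn kept the difference between 4.24 and 4.84 percentage points.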

Cell cycle scoring analysis also demonstrated that all cluster 4 cells were in S and G2/M phase, whereas the other β-cell clusters exhibited mixed status of cell cycle (Figures 2D and S2B; Table S2). 

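Phases were called by CellCycleScoring on 1089 cells thinned to 2700 UMIs each, since a call depends on the depth of the cell, and 143 shallower cells were left out. All 55 thinned cells of cluster 4 were called S (28 cells) or G2/M (27 cells). The share called S or G2/M was 49.1% of 171 cells in cluster 1, 46.8% of 400 in cluster 2 and 66.4% of 152 in cluster 3, and 50.2% of 229 cells in the cluster led by other hormones. Clusters 1 and 2 lay near the share of this non-beta cluster, and cluster 3 above it, with 43.4% called S against 23.14%. The shares outside cluster 4 are not read as cycling cells from these calls alone. Per sample, 45.6% ± 6.68 (SD, n = 4) of the control and 56.0% ± 4.84 (SD, n = 4) of the PPTx cells of clusters 1–3 were called S or G2/M, a difference of 10.4 percentage points (exact permutation test, p = 0.0857). Without control replicate 1 the difference was 13.0 percentage points (exact permutation test, p = 0.0286). Without thinning the shares were 40.2% ± 12.1 (SD, n = 4) and 48.8% ± 8.21 (SD, n = 4), respectively (exact permutation test, p = 0.286). Within cluster 4, S phase calls took 19.4% ± 17.3 (SD, n = 3 samples) of control and 59.1% ± 8.86 (SD, n = 4) of PPTx cells (exact permutation test, p = 0.0286), from 12 control and 43 PPTx cells. Free RNA enters such scores as well. In cells outside clusters 1–4 the share called S or G2/M was 49.9% ± 3.49 (SD, n = 4) in control and 47.3% ± 7.21 (SD, n = 4) in PPTx samples (exact permutation test, p = 0.571).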

We further confirmed high expression of cell-cycle-related genes including *Mki67* (Ki67) and *Pcna* (Figures 2E and S2C; Table S3) and concluded that cluster 4 cells were replicating β-cells. 

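Mki67 gave 28 UMIs in 17 of 62 cells of cluster 4, no UMI in cluster 1 or 3 and 1 UMI in cluster 2. From cluster 3 to cluster 4 it was at least 29.2-fold higher, taking 3 counts over the cluster as the limit of a count of 0. The rise was seen in 5 of 7 samples, with no UMI in either cluster in the others (exact sign-flip permutation test, p = 0.0625, the smallest p that 5 samples with a difference allow). Among cells thinned to 2700 UMIs, 14.5% of cluster 4 had an Mki67 UMI, against 0 of 311 cells outside clusters 1–4. Pcna gave 38 UMIs in cluster 3 and 87 in cluster 4, a 7.17-fold rise (95% counting interval 4.85 to 10.8) present in 7 of 7 samples (exact sign-flip permutation test, p = 0.0156). In thinned cells, 36.4% of cluster 4 and 4.18% of cells outside clusters 1–4 had a Pcna UMI, at median depths of 6601 UMIs in cluster 4 and 4818 UMIs in the cluster led by other hormones before thinning. Of the 440 genes that Table S3 lists as higher in cluster 4, 438 were detected in clusters 3 and 4, and all 438 had a higher pooled CPM in cluster 4, against 46.8% of the other genes. That list was chosen on these cells and, without the named genes, also gave cluster 4 its number, so it is not independent evidence. From the share of cluster 4 cells, their cell cycle phases and these genes, the paper concludes that cluster 4 cells were replicating β-cells.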

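Between clusters 1 and 2, edgeR called 6 of 1179 genes outside the variable genes, 1 higher and 5 lower in cluster 2, and 129 passed an unadjusted p of 0.05. DESeq2 called 8. The alternative that moved this count most used 15 principal components and gave 17. Between clusters 2 and 3, 5 of 2058 genes were called, all lower in cluster 3, with 121 at an unadjusted p of 0.05, and DESeq2 called 3. With 15 principal components 135 were called. The called genes of at least log2 CPM 5 that changed the same way in every sample were Sars, which fell by 0.80 (standard error 0.18) from cluster 1 to 2, and Mt1, Tmem256 and Ftl1, which fell by 1.34 (standard error 0.18), 0.93 (standard error 0.20) and 0.69 (standard error 0.15) from cluster 2 to 3. The endoplasmic reticulum gene Hsp90b1 rose from cluster 1 to cluster 2 by 0.55 on the log2 scale (standard error 0.13, adjusted p = 0.0192, higher in 7 of 8 samples), and this call was lost without control replicate 2, 3 or 4. Hspa5 averaged 650 ± 202 CPM (SD, n = 8) in cluster 1, 955 ± 313 CPM (SD, n = 8) in cluster 2 and 1112 ± 360 CPM (SD, n = 7) in cluster 3. From cluster 2 to cluster 3 its log2 fold change within samples was 0.10 (standard error 0.15, adjusted p = 0.944). Ssr3 changed over the same step by 0.41 (standard error 0.16, adjusted p = 0.412) and Manf by 0.23 (standard error 0.15, adjusted p = 0.827), each higher in 6 of 7 samples. With the named genes kept among the variable genes, as in the paper, edgeR called Hspa5 at a log2 fold change of 0.44, Hsp90b1 at 0.59 and Ssr3 at 0.57. In that setting the named genes could themselves help define the clusters they were tested between. Cells of cluster 1 had fewer UMIs than those of clusters 2 and 3. Of the 490 genes that Table S3 lists as lower in cluster 1, 318 were tested and 94.7% were higher in cluster 2, against 35.3% of the other tested genes. Of the genes listed as higher in cluster 3, 444 were tested against cluster 2 and 76.4% were higher, against 38.8% of the others. Of these tested genes, 75 and 91 were among the variable genes that defined the clusters. In all, edgeR called 5 and 1 of these genes, and both lists come from the same cells. Without the named genes, the lists also gave clusters 1 and 3 their numbers, so the direction of these shares is not independent evidence.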

While GO analyses also showed differential expression of cell-cycle-related genes in cluster 4 cells, dominant signatures of differentially expressed genes were downregulation of protein transport pathways in cluster 1 and upregulation of ER stress responders, such as *Hsp90b1*, *Hspa5*, *Ssr3*, and *Manf*, in cluster 3 (Figure S2C; Table S3).

**Figure 2:**
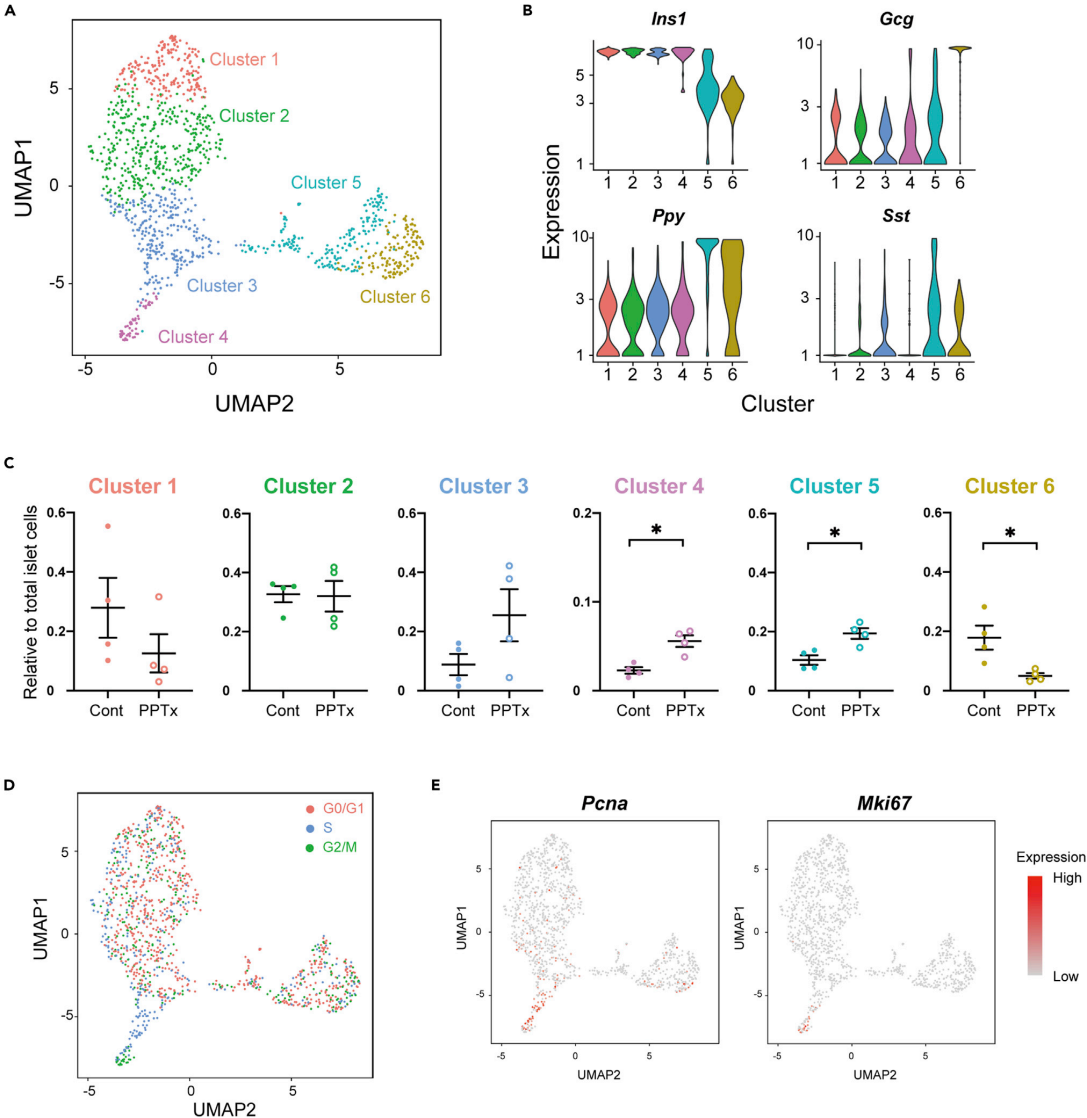
Cell Taxonomy and Pseudo-Time Course Analysis by Single-Cell Transcriptome Profiling of Islet Cells (A) Uniform manifold approximation and projection (UMAP) plot of pancreatic islet cells from PPTx and control mice (PPTx, 712 cells from 4 samples; control, 520 cells from 4 samples). (B) Gene expressions of endocrine hormones (*Ins1*, *Gcg*, *Ppy*, and *Sst*) in each cluster. (C) Relative proportions of cell numbers in each cluster to total cell numbers. Values are mean ± SEM. ∗, p < 0.05 vs control (Mann-Whitney U test). (D) Estimation of cell cycle in each cluster. Red color, G0/G1 phase; blue, S phase; green, G2/M. (E) The expressions of *Pcna* and *Mki67* on UMAP plot.

### Activation of ER Stress and DNA Damage Responders during Transition to Proliferative State of β-Cells

Pseudo-time course analysis displayed a trajectory of the cells from cluster 1 through clusters 2 and 3 to cluster 4 (Figure 3A), demonstrating that the trajectory recapitulated a process of transition to the replicating state of the β-cells. 

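Monocle was not used here, and diffusion pseudo-time was computed from the principal components of the beta-like cells and rooted in cluster 1. The root was the cell of cluster 1 farthest from cluster 3 on the first principal component. The clusters came from the same components. The order of clusters 1 to 3 is thus in part set by these choices, and the rises below are not independent evidence of it. The mean over samples of the median pseudo-time was 0.142 ± 0.0393 (SD, n = 8) in cluster 1, 0.386 ± 0.0271 (SD, n = 8) in cluster 2, 0.538 ± 0.0376 (SD, n = 7) in cluster 3 and 0.824 ± 0.119 (SD, n = 8) in cluster 4. It rose from cluster 1 to 2 in 8 of 8 samples, by 0.244 ± 0.0458, from 2 to 3 in 7 of 7, by 0.150 ± 0.0448, and from 3 to 4 in 7 of 7, by 0.268 ± 0.140 (SD). The depth of the cells rose along the same order up to cluster 3 and not from cluster 3 to 4. The median of UMIs per cell was 3496 in cluster 1, 7068.5 in cluster 2, 8239 in cluster 3 and 5965.5 in cluster 4. Within samples, cluster 3 cells had 2.34-fold the UMIs of cluster 1 cells, a mean log10 difference of 0.370 ± 0.117 (SD, n = 7 samples) that was positive in 7 of 7 (exact sign-flip permutation test, p = 0.0156, the smallest p that 7 samples allow). From cluster 3 to 4 the mean log10 difference was −0.115 ± 0.124 (SD, n = 7), higher in 2 of 7 samples. Spearman's rho between pseudo-time and UMIs across the cells of a sample, which are not independent replicates, had a median of 0.590 over the 8 samples and ranged from 0.380 to 0.691. With cells thinned to equal UMIs before the pseudo-time was computed, the step from cluster 1 to 2 reversed to −0.0343, with a rise in 0 of 8 samples. The step from 2 to 3 was then 0.0191 ± 0.0238 (SD, n = 7), with a rise in 6 of 7 samples. That from 3 to 4 was 0.488 ± 0.225 (SD, n = 7), and the median rho with UMIs was 0.0497.

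**Figure D2:**
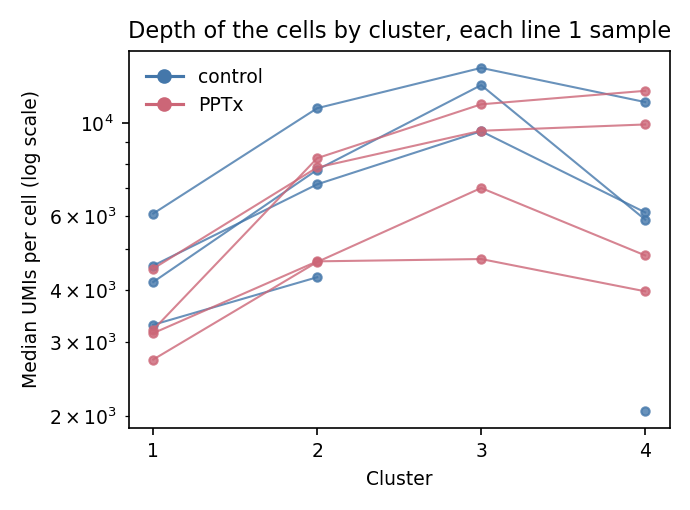
Median UMIs per cell by cluster on a log scale, each line a sample. Cluster 3 lies above cluster 1 in all 7 samples that have cells in both, and control replicate 1 has no cells in cluster 3.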

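Levels of the cell cycle genes were compared between neighbouring clusters as UMIs pooled over the cells of each cluster, with the difference in CPM tested over samples by exact sign flips, a test added after the low-count filter had left most of these genes out of edgeR. Ccnd1 gave 175 UMIs in cluster 1 and 781 in cluster 2, a ratio of CPM of 1.39 (95% counting interval 1.18 to 1.65) that was above 1 in 7 of 8 samples. Its edgeR log2 fold change was 0.28 (standard error 0.15, adjusted p = 0.458). Ccne2 gave 12 UMIs in cluster 2 and 16 in cluster 3, a 2.99-fold rise (95% counting interval 1.33 to 6.93) seen in 4 of 7 samples (exact sign-flip permutation test, p = 0.203). From cluster 3 to 4, 8 of 9 cyclin and Cdk genes had a higher pooled CPM and Ccnd1 a lower one, at a ratio of 0.862. Cdk1 rose from 3 to 64 UMIs, 66.8-fold (95% counting interval 21.9 to 333), and Ccna2 from 2 to 36 UMIs, 56.4-fold (95% counting interval 14.5 to 483), both in 7 of 7 samples (exact sign-flip permutation test, p = 0.0156 each). Ccnb2 rose from 1 to 18 UMIs in 5 of 7 samples and Ccnb1 from 1 to 12 in 4 of 7. Ccne2 rose a further 4.50-fold in 6 of 7 samples (exact sign-flip permutation test, p = 0.0312). Ccne1, with 2 and 11 UMIs, and Cdk2, with 2 and 5 UMIs, were higher in 4 of 7 samples each. The lowest p adjusted over the list alone was 0.0708 for this step, so none of the named genes passed the correction in this test. Clusters 1 to 4 held 950630, 3051943, 1359137 and 433825 UMIs.

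**Figure D3:**
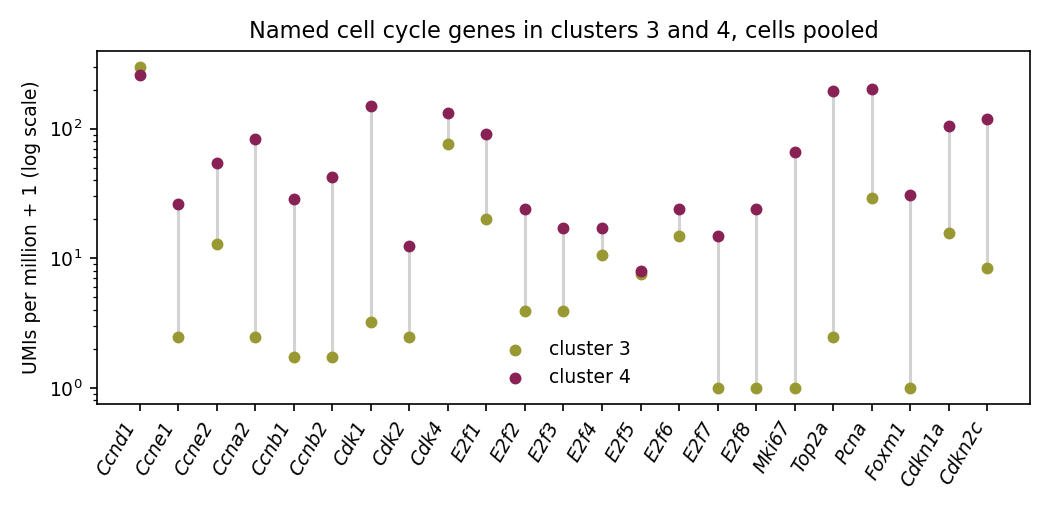
CPM plus 1, on a log scale, of the named cell cycle genes, E2F family, proliferation markers and cyclin inhibitors, pooled over the cells of cluster 3 and of cluster 4 without error bars. Cdk1 stands at 3 UMIs in cluster 3 and 64 in cluster 4, and Ccnd1 is the gene that falls.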

We indeed observed switching expression of *cyclins* in a trajectory recapitulated cell cycle transition from G0/G1, S to G2/M phase (Figure 3B; Table 1): upregulation of late G1 genes *Ccnd1* from cluster 1 to cluster 2; upregulation of *Ccne2* (G1-to-S) from cluster 2 to cluster 3; bursting expression of *Ccne1*, *Ccne2*, and *Cdk2* (G1-to-S), *Ccna2* (S), and *Ccnb1*, *Ccnb2*, and *Cdk1* (G2) from cluster 3 to cluster 4. We next addressed gene networks responsible for replication of the β-cells. Detailed look of the differentially expressed genes using the ingenuity pathway analysis and GO suggested a sequential alteration of gene expression in a transition to replication of the β-cells (Figures 3C and S3A; Tables 1 and S4). ER/Golgi-related genes including *Atf6*, *Hspa5*, *Wfs1*, and *Pdia* family and a set of tumor suppressor genes *Trp53* (murine p53), *Rb1*, and *Brca1* were activated at clusters 2 and 3 (Figure 3C; Table 1). 

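All 10 named endoplasmic reticulum genes had a higher pooled CPM in cluster 2 than in cluster 1 and in cluster 3 than in cluster 2. Over the latter step their median pooled log2 change was 0.62, while the median of edgeR's log2 fold changes within samples was 0.22, with PPTx replicate 2 giving 59.5% of the cells of cluster 3. None of the 10 was called by edgeR from cluster 2 to 3. Atf6 changed by 0.20 (standard error 0.25, adjusted p = 0.932, higher in 2 of 7 samples), Wfs1 by −0.17 (standard error 0.18, adjusted p = 0.902, higher in 3 of 7) and Pdia6 by 0.21 (standard error 0.15, adjusted p = 0.83, higher in 7 of 7). Pdia3 changed by 0.34 and Pdia4 by 0.39. Of the tumor suppressors, Trp53 gave 3 UMIs in cluster 1, 23 in cluster 2 and 17 in cluster 3, where its CPM was 1.66-fold that of cluster 2 (95% counting interval 0.832 to 3.25). For Rb1 the UMIs were 5, 24 and 20, and the ratio from cluster 2 to 3 was 1.87 (95% counting interval 0.98 to 3.53). Brca1 was listed at 0 in clusters 1 and 2 and gave 3 UMIs in cluster 3, too few for a fold. Both intervals include 1, and these counts neither show nor exclude a rise of Trp53 or Rb1.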

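From cluster 3 to cluster 4, all 8 detected E2F family genes had a higher pooled CPM. E2f1 rose 4.70-fold, from 26 to 39 UMIs (95% counting interval 2.79 to 8.04), in 6 of 7 samples (exact sign-flip permutation test, p = 0.0781). E2f2 gave 4 and 10 UMIs, a 7.83-fold rise (95% counting interval 2.26 to 34.2) in 6 of 7 samples, and E2f3 4 and 7 UMIs, a 5.48-fold rise (95% counting interval 1.39 to 25.5) in 5 of 7. The proliferation marker Top2a gave 2 UMIs in cluster 3 and 85 in cluster 4, a ratio of 133 (95% counting interval 35.7 to 1117), higher in 7 of 7 samples (exact sign-flip permutation test, p = 0.0156). Foxm1 had no UMI in cluster 3 and 13 in cluster 4, at least 13.6-fold higher against a limit of 3 counts over the cluster, in 5 of 7 samples. Among the cyclin inhibitors, Cdkn1a rose 7.05-fold, from 20 to 45 UMIs (95% counting interval 4.08 to 12.6), and Cdkn2c 16.0-fold, from 10 to 51 UMIs (95% counting interval 8.02 to 35.3), each in 7 of 7 samples. Cdkn2a was found in 2 of 1232 cells, both in cluster 4, with 1 UMI each, fewer cells than the filter on genes requires. For double-strand break repair, Chek1 had 0 UMIs in cluster 3 and 6 in cluster 4, and Chek2 0 and 5, at least 6.27-fold and 5.22-fold higher, in 3 of 7 samples each and lower in none (exact sign-flip permutation test, p = 0.25 each, the smallest that 3 samples with a difference allow). Over all genes outside the variable genes, edgeR called 27 of 356 between clusters 3 and 4, 17 higher and 10 lower in cluster 4, with 74 at an unadjusted p of 0.05, and DESeq2 called 14. With cells thinned before summing, 39 genes could be tested, of which edgeR called 0 and 7 had an unadjusted p under 0.05. The count also rests on single samples, with 5 genes called without PPTx replicate 2 and 5 without PPTx replicate 3. The called genes with the largest changes in every sample were Anapc5 and Hdgf, higher in cluster 4 by 1.17 and 0.89 on the log2 scale, and Aldoa, G6pc2, Serinc1, Ddx6 and Ufm1, which were lower.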

Then, expressions of E2F family genes such as *E2f1*, *E2f2*, and *E2f3*, cell proliferation markers including *Top2a*, *Pcna*, *Foxm1*, and *Mki67*, cyclin inhibitors *Cdkn1a* (p21), *Cdkn2a* (p14^ARF^/p16^INK4A^), and *Cdkn2c* (p18), and regulators of a double-strand break repair such as *Chek1*, *Chek2*, and *Rad51* were elevated to cluster 4 (Table 1). We also observed upregulation of epigenetic regulators like *Dnmt3a*, *Mecp2*, *Ezh2*, and *Hells* in cluster 4 (Table 1).

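Ezh2 gave 1 UMI in cluster 3 and 18 in cluster 4, a ratio of 56.4 (95% counting interval 8.90 to 2350), and was higher in 7 of 7 samples (exact sign-flip permutation test, p = 0.0156). Hells gave 7 and 13 UMIs, a 5.82-fold rise (95% counting interval 2.16 to 17.22) in 5 of 7 samples (exact sign-flip permutation test, p = 0.0625). For Dnmt3a the UMIs were 69 and 12 and the ratio 0.545 (95% counting interval 0.269 to 1.01), with a higher CPM in 2 of 7 samples (exact sign-flip permutation test, p = 0.984). Mean CPM over samples was 43.2 ± 34.8 (SD, n = 7) in cluster 3 and 36.4 ± 42.3 (SD, n = 8) in cluster 4 for Dnmt3a.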

**Figure 3:**
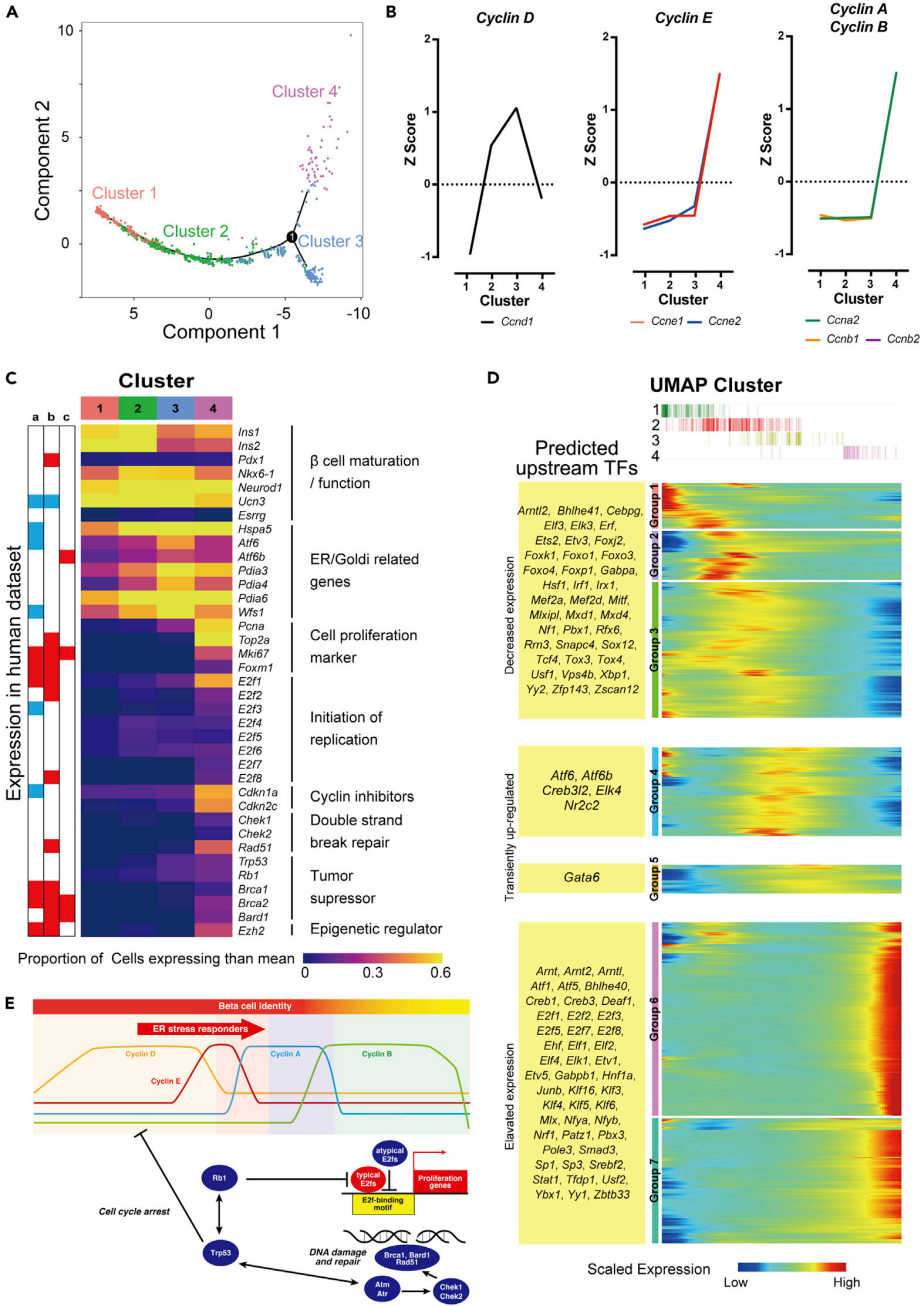
Dynamics of Gene Expression and Regulation in a Transition to Replication of β-cells (A) Trajectory plot showing transition of cells from the cluster 1 through the cluster 2 and 3 to the cluster 4. (B) Dynamic expression of cell-cycle-specific cyclins in the UMAP clusters. The *Z* score of mean expression in each cluster was shown. (C) The expression score of genes related to β-cell maturation and function, ER stress, cell proliferation, initiation of replication, cyclin inhibitors, double-strand break repair, tumor suppressor, and epigenetic regulator in Ins1^+^ cluster on UMAP (i.e., cluster 1–4). Scores were calculated with the number of cells which expression values of the gene were more than its mean expression among cluster 1–4 cells divided by total cell numbers of individual clusters. Row annotation located on the left shows the association to genes reported in previous studies as for human β-cell: (A) human insulinoma (Wang H, et al., 2017), (B) replication-stimulated human islets by Dyrk1a inhibitor (Ackeifi et al., 2020), and (C) juvenile human islets (Arda et al., 2016). Red, upregulated genes; blue, downregulated in proliferative tissues or cells. (D) Dynamics of gene regulations were depicted using the pseudo-temporal expression pattern, showing a rough fit to a trajectory of the UMAP clusters. The pattern of gene expression in pseudo-time was classified into 7 groups (group 1–7). Candidate upstream regulators whose expression exhibited the same pattern of gene expression were listed on the left. (E) Schematic of a sequence of replication process of β-cell replication with switching gene regulation. Switching expression of *cyclins* and transient activation of ER stress responders is followed by induction of a series of tumor suppressors and DNA damage responders002C as well as high expression of cell proliferation-related genes. See also Figure S3 and Tables S6 and S7.

**Table 1:** List of Representative Genes Differentially Expressed between the Two Clusters

	Cluster 1vs 2	Cluster 2 vs 3	Cluster 3 vs 4
Cell Cycle			

*Ccnd1*^a^	1.44	NA	NA
*Ccne1*	NA	NA	17.00
*Ccne2*	NA	2.45	6.37
*Ccna2*^a^	NA	NA	125.47
*Ccnb1*^a^	NA	NA	69.81
*Ccnb2*^b^	NA	NA	111.28
*Cdk1*^b^	NA	NA	107.92
*Cdk2*	NA	NA	11.08
*Cdk4*	0.99	NA	1.82
*E2f1*^a^^,^^b^	NA	1.26	5.48
*E2f2*^b^	7.38	0.17	20.81
*E2f3*	NA	NA	9.46
*E2f4*	1.81	NA	NA
*E2f7*	NA	NA	27.45
*E2f8*^b^	NA	NA	
*Mki67*^a^^,^^b^^,^^c^	NA	NA	98.93
*Top2a*^b^	NA	NA	171.52
*Pcna*	NA	4.54	6.36
*Foxm1*^a^^,^^b^	NA	NA	96.66

ER Stress			

*Atf6*	NA	1.57	0.62
*Atf6b*^c^	1.03	1.26	NA
*Hspa5*	1.45	1.57	0.73
*Pdia3*	1.05	1.76	NA
*Pdia4*	2.03	1.88	0.57
*Pdia6*	1.41	1.42	0.86
*Wfs1*	1.13	1.27	0.63
*Hells*^d^^,^^a^^,^^b^	NA	3.76	7.86

Tumor Suppressor/DNA Damage			

*Trp53*	NA	3.77	NA
*Cdkn1a*	NA	NA	5.64
*Cdkn2a*	NA	NA	
*Cdkn2c*	NA	2.27	15.67
*Rb1*	NA	1.47	NA
*Brca1*^a^^,^^b^	NA	∞	4.35
*Brca2*^a^^,^^b^^,^^c^	NA	∞	20.19
*Bard1*^b^^,^^c^	NA	NA	76.70
*Atr*	NA	2.38	NA
*Atm*	1.77	NA	2.44
*Rad51*^b^	NA	NA	23.30
*Chek1*	NA	NA	9.63
*Chek2*	NA	NA	

Epigenetic Regulators			

*Dnmt3a*	NA	1.42	0.49
*Mecp2*	NA	1.32	NA
*Ezh2*^a^^,^^b^	∞	NA	95.95

Fold change is calculated by dividing the cpm value of the latter cluster by that of the former cluster. NA, no statistical significance between clusters; ∞, undefined high expression because expression of the denominator gene was zero.

a Also included in upregulated genes in the insulinoma data set (Wang et al., 2017).

b Also included in upregulated genes in the human islets treated by harmine (Ackeifi et al., 2020).

c Also included in upregulated genes in juvenile human islets (Arda et al., 2016).

d Also included in Epigenetic regulators.

To address whether the transcriptional signature of β-cell replication observed in mice is modeled on replication process of human pancreatic β-cells, we compared to human insulinoma (Wang et al., 2017), Dyrk1a inhibitor-induced β-cell replication (Ackeifi et al., 2020), and juvenile human islets (Arda et al., 2016). 

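Table S5 lists 68 genes shared with human insulinoma, 108 shared with harmine-treated human islets and 19 shared with juvenile human islets, counts that are the paper's. The mouse counterparts of all 3 lists were detected in clusters 3 and 4, and every gene of the lists had a higher pooled CPM in cluster 4 than in cluster 3, as did 48.5%, 48.3% and 48.7% of the genes outside the respective list. Pooled over the insulinoma list, cluster 3 held 545 UMIs and cluster 4 held 1188. The harmine list gave 334 and 1930 UMIs and the juvenile list 109 and 307. The lists hold only genes that the paper had found enriched in cluster 4 of the same cells, so their direction is not independent evidence. In edgeR, 2 genes of the insulinoma list were tested and both were called, 1 of them a variable gene that defined the clusters, and none of the other lists passed the low-count filter. Brca1 gave 3 UMIs in cluster 3 and 9 in cluster 4, Brca2 2 and 11, and Bard1 1 and 10, with a higher CPM in 2, 4 and 5 of 7 samples, respectively.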

Of 440 genes enriched in cluster 4, 68, 108, and 19 genes were overlapped, respectively, and among them, the overlapped genes included replication-related genes such as *Mki67*, *Foxm1*, *Ccna2*, *Ccnb1*, *Ccnb2*, and *Ccne2* and tumor suppressor genes *Brca1*, *Brca2*, or *Bard1* (Table S5). In addition, E2f family genes of *E2f1*, *E2f2*, or *E2f8* and epigenetic regulator *Ezh2* or *Hells* were also upregulated in human data sets (Figure 3C; Table 1).

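Of these genes, E2f1, Ezh2 and Hells belong to the insulinoma and harmine lists of Table S5, and E2f2 and E2f8 to the harmine list. With the replication-related and tumor suppressor genes named beside them they make up 14 genes, all of which had more UMIs in cluster 4 than in cluster 3. Together the 14 genes gave 64 UMIs in cluster 3 and 250 in cluster 4, although cluster 3 held more UMIs in total.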

Dedifferentiation is a process of loss of specialized function, but occasionally, dedifferentiation accompanied with acquisition of different features: one is transdifferentiation to give functional somatic cells and another is reversion of differentiation process, which gives progenitor cells that can redifferentiate into several cell types. Expressions of genes responsible for β-cell function such as *Ins1*, *Ins2*, *Pdx1*, *Nkx6*.*1*, *Neurod1*, *Ucn3*, and *Esrrg* were declined toward cluster 4 (Figures 3C, S2C, and S3A; Table S3), indicating dedifferentiation occurs in replicating cells, in terms of loss of function (Puri et al., 2018). 

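Ucn3 averaged 505 ± 82.5 CPM (SD, n = 7) in cluster 3 and 280 ± 181 CPM (SD, n = 8) in cluster 4, a log2 fold change of −0.60 (standard error 0.20, adjusted p = 0.0621 by edgeR, lower in 6 of 7 samples). With sums of at least 5 cells edgeR called it, at −0.66, and without PPTx replicate 4 as well, at −0.69. Nkx6-1 was lower in 7 of 7 samples, with 160 UMIs in cluster 3, 33 in cluster 4 and a ratio of 0.646 (95% counting interval 0.43 to 0.945; exact sign-flip permutation test, p = 0.0156). For Ins1 the log2 fold change was −0.09 (standard error 0.23, adjusted p = 0.844) and for Ins2 −0.06 (standard error 0.22, adjusted p = 0.897), both lower in 5 of 7 samples. Ins2 fell by 0.28 from cluster 1 to 2 (standard error 0.07, adjusted p = 0.0415, lower in 7 of 8 samples). Neurod1 changed by 0.06 (standard error 0.21, adjusted p = 0.89) from cluster 3 to 4. Pdx1 gave 7 UMIs in cluster 3 and 3 in cluster 4, a ratio of 1.34 (95% counting interval 0.224 to 5.88), too few to show a difference. Esrrg had 11 UMIs in cluster 3 and none in cluster 4, where the limit of 3 counts puts the ratio at no more than 0.854. G6pc2, which Figure S2C lists, fell by 0.99 (standard error 0.25, adjusted p = 0.0256, lower in 7 of 7 samples), and Ppp1r1a by 0.63 (standard error 0.20, adjusted p = 0.0495, lower in 6 of 7).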

We then examined a possibility of transdifferentiation or reversion to progenitors. 

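Pou5f1, which encodes Oct4, and Nanog had no UMI in any of the 1232 cells, which allows a UMI in up to 0.244% of all cells and, with 0 of 62 cells, in up to 4.84% of the cells of cluster 4. Neurog3 was found with 1 UMI in each of 2 cells, neither of them in clusters 1–4. All 3 genes fell below the filter of 3 cells per gene, and at this depth a low expression in cluster 4 was not detectable.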

The replicating cells did not exhibit expressions of markers of immature and/or progenitor cells such as *Neurog3* or *Oct4* and *Nanog* (Talchai et al., 2012). And expression levels of the other endocrine cells like *Gcg*, *Ppy*, or *Sst* were not altered. These observations explain that our replicating cells simply lose a function as β-cells but do not exhibit any evidence of transdifferentiation and a reversion of differentiation. 

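Gcg gave 167 UMIs in cluster 3 and 3664 in cluster 4, of which 99.1% were in 5 cells. The mean difference in CPM per sample was positive in 5 of 7 samples (exact sign-flip permutation test, p = 0.281). Ppy had a log2 fold change of 1.91 (standard error 0.84, adjusted p = 0.166 by edgeR, higher in 6 of 7 samples) with 743 and 2513 UMIs, and 2152 of those in cluster 4 came from 1 cell. Its direction reversed with doublets removed, to −3.12. Sst gave 827 UMIs in cluster 3, 712 of them in 1 cell, and 23 in cluster 4, and was higher in 3 of 7 samples (exact sign-flip permutation test, p = 0.344). Other hormones exceeded insulin in 3 of 62 cells of cluster 4, 0 of 153 of cluster 3, 0 of 412 of cluster 2 and 1 of 236 of cluster 1. Between 14.5% and 61.8% of thinned cluster 4 cells had a UMI of these hormones, as did between 11.7% and 45.6% of cluster 1 cells, levels that free RNA can give.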

Taken together, replication of the β-cell is a combined process of suppression of cell identity, activation of ER stress responders, and simultaneous upregulation of tumor suppressor genes toward cell cycle progression under surveillance of DNA damage.

We finally examined molecular mechanism of transcriptional regulation raising dynamic changes in gene expression during the transition. 

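HOMER was not used here. Instead, promoters from −300 to +50 around the transcription start in GENCODE M1 on NCBIM37 were searched for the E2F consensus TTTSSCGC (S is C or G) on both strands. Of the 27 genes that edgeR called higher in cluster 4 than in cluster 3 among all 433 tested, 10 of them variable genes that defined the clusters, 2 had a match (7.41%), and of the 381 other tested genes with a promoter 10 had a match (2.62%). The odds ratio was 2.97 (95% interval 0.299 to 15.0; Fisher's exact test, p = 0.185), so an enrichment was neither shown nor excluded with 27 genes. For the 440 genes that Table S3 lists as higher in cluster 4, 64 of 406 promoters had a match (15.8%) against 454 of 11010 others (4.12%), an odds ratio of 4.35 (95% interval 3.22 to 5.80; Fisher's exact test, p = 7.35e-19). The background of the 440 genes was all other detected genes, not those able to pass the paper's criteria.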

We examined motifs enriched on promoters of differentially expressed genes and observed high enrichment of E2F-binding motifs on promoters of cluster 4 genes (Figure S3B). While DNA-binding motif among E2F family proteins is very similar and indistinguishable, gene expression profile suggested that *E2f1*, *E2f2*, *E2f3*, *E2f7*, and *E2f8*, which were upregulated in cluster 4, were candidate regulators of replication-related genes through their binding motifs (Figure 3C). 

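E2f7 had 0 UMIs in cluster 3 and 6 in cluster 4, at least 6.27-fold higher, with a rise in 6 of 7 samples (exact sign-flip permutation test, p = 0.0312). E2f8 had 0 and 10 UMIs, at least 10.4-fold higher, with a rise in 4 of 7 samples and no fall (exact sign-flip permutation test, p = 0.125, the smallest possible here). Of the other members, E2f4 gave 13 and 7 UMIs, a ratio of 1.69 (95% counting interval 0.57 to 4.55), E2f5 9 and 3 UMIs, a ratio of 1.04 (95% counting interval 0.182 to 4.18), and E2f6 19 and 10 UMIs, a ratio of 1.65 (95% counting interval 0.685 to 3.73).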

A further analysis of transiently expressed genes demonstrated Atf6/Atf6b-binding motifs on promoters of ER stress-related genes including *Atf6* and *Atf6b* themselves (Figure 3D; Tables 1, S6, and S7).

## Discussion

It has been challenging to unravel the molecular mechanisms regulating β-cell replication due to the rarity of replicating β-cells and the heterogeneity of islet cells (Teta et al., 2005). Our high-resolution map of transcriptional dynamics in transition to the replication shows switching expression of *cyclins* and identifies proliferating β-cells. We show that ER stress responders, which were reported to be involved in proliferation of murine β-cells (Sharma et al., 2015; Usui et al., 2012), expressed transiently and prior to *cyclin E*, *cyclin A*, and *cyclin B*, indicating an importance of fine protein folding and quality control during cell cycle progression. The *Wfs1*, a component of unfolded protein response complex, was transiently activated, as well as the other ER stress responders. 

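Wfs1 averaged 96.8 ± 45.8 CPM (SD, n = 8) in cluster 1, 124 ± 38.9 CPM (SD, n = 8) in cluster 2, 111 ± 62.6 CPM (SD, n = 7) in cluster 3 and 91.0 ± 70.2 CPM (SD, n = 8) in cluster 4. These differences were smaller than the SD between samples. From cluster 1 to 2 its edgeR log2 fold change was 0.13 (standard error 0.21, adjusted p = 0.84, higher in 4 of 8 samples). From cluster 3 to 4 the pooled ratio was 0.750 (95% counting interval 0.529 to 1.04).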

Genomic defect of the *Wfs1* gene causes Wolfram syndrome through loss of human β-cells (Hofmann et al., 2003; Ishihara et al., 2004), supporting an importance of appropriate proteostasis in the β-cells. Notably, expression of the ER stress responders was induced by PPTx only in young mice but not in old mice (Figure S3C), concordant with low potency of murine β-cell replication with age (Aguayo-Mazzucato et al., 2017; Krishnamurthy et al., 2006; Rankin and Kushner, 2010). Dysregulation of ER stress-related genes in aged mice and diseases associates new strategies to explore drug target genes by understanding the transcriptional dynamics of β-cell replication (Naidoo et al., 2014). We show not only heterogeneous expression of ER stress-related genes in pancreatic human and murine β-cells (Baron et al., 2016; Muraro et al., 2016; Xin et al., 2018) but also sophisticated connection of ER stress signaling to the other gene networks like cell cycle regulators and DNA damage responders.

We observed complicated regulation of E2f signaling. High expression of typical E2fs, such as *E2f1*, *E2f2*, and *E2f3* (Figures 3C and Table 1), and downstream genes of the *E2fs* implied that replication of β-cells was driven by these E2f signaling (Figure S3B; Tables S4 and S7), as shown in previous reports (Fajas et al., 2004; Hanahan and Weinberg, 2000; Iglesias-Ara et al., 2015; Rady et al., 2013; Thurlings and de Bruin, 2016; Wong et al., 2011). However, we also observed that *Rb1*, a cell cycle inhibitor through binding to E2Fs, expressed prior to upregulation of *E2fs* (Table S4). 

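Rb1 averaged 5.78 ± 6.52 CPM (SD, n = 8) in cluster 1, 6.17 ± 4.49 CPM (SD, n = 8) in cluster 2 and 24.2 ± 26.8 CPM (SD, n = 7) in cluster 3. In cluster 4 its mean was 95.1 ± 161 CPM (SD, n = 8), from 14 UMIs in 9 cells. Each sample has equal weight in this mean, and control replicate 1 has 1 cell of 2062 UMIs in cluster 4, where 1 UMI gives a high CPM. That sample has no cells in cluster 3 and is not in the tests below. The rise from cluster 2 to 3 was seen in 5 of 7 samples (exact sign-flip permutation test, p = 0.172) and that from 3 to 4 in 5 of 7 (exact sign-flip permutation test, p = 0.328). With cells thinned before summing, the first of these steps reversed, to a mean difference of −8.94 CPM.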

Poised expression of *Rb1* for control of typical *E2fs* may contribute to adequate proliferation of the β-cells. In addition, we also observed high expression of atypical E2F family genes *E2f7* and *E2f8* (Figure 3C), which repress expression of replication-related genes as a member of p53 signaling (Carvajal et al., 2012). Interestingly, expressions of *E2F7* and *E2F8* were also induced by Dyrk1a inhibitor that promotes replication of human β-cells (Wang et al., 2015). We have recently reported that *Rb*-deficient mice with mutant *Trp53* develop aggressive insulin-secreting tumors and die by the age of 10 months (Yamauchi et al., 2020). This indicates synergistic roles of the *Rb1* with *Trp53* in tumor suppression of the pancreatic β-cells. Bidirectional regulation of E2f signaling that is involved in both promotion and suppression of cell cycle is a paradox to be unraveled.

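Trp53 averaged 1.65 ± 4.67 CPM (SD, n = 8) in cluster 1, 6.71 ± 5.41 CPM (SD, n = 8) in cluster 2, 34.1 ± 35.3 CPM (SD, n = 7) in cluster 3 and 13.8 ± 17.4 CPM (SD, n = 8) in cluster 4. The step from cluster 2 to 3 was a rise in 6 of 7 samples (exact sign-flip permutation test, p = 0.0781). It was past an unadjusted threshold without PPTx replicate 2 and with the named genes kept among the variable genes (exact sign-flip permutation test, p = 0.0312 each). In the latter setting the named genes could themselves help define the clusters. Atm gave 73 UMIs in cluster 2, 14 in cluster 3 and 16 in cluster 4, and its ratio from cluster 3 to 4 was 3.58 (95% counting interval 1.64 to 7.92), higher in 4 of 7 samples (exact sign-flip permutation test, p = 0.406). Atr gave 7 UMIs in cluster 3 and 1 in cluster 4, a ratio of 0.448 (95% counting interval 0.00993 to 3.48). Brca2 rose 17.23-fold from cluster 3 to 4 (95% counting interval 3.76 to 160) and Bard1 31.3-fold (95% counting interval 4.46 to 1360), while Brca1 rose 9.40-fold (95% counting interval 2.35 to 54.0).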

We observed the induction of *Trp53* expression in cluster 3, followed by high induction of p53-target genes including *Chek1* and *Chek2* in cluster 4, and also found that *Atm*, *Atr*, *Brca1*, *Brca2*, *Hells*, *Bard1*, and *Rad51*, which maintain genome integrity in response to DNA damage, were induced during the transition (Tables 1 and S4). Activation of the tumor suppressors prior to cell cycle progression may also be a gatekeeper of precise cell cycle regulation in physiological replication to avoid tumorigenicity (Figure 3E; Tables 1 and S4). We additionally observed alteration of expression of epigenetic regulators like *Dnmt3a*, *Mecp2*, *Hells*, and *Ezh2* in transition during replication process (Table 1). A previous study reported dysregulation of epigenetic factors including genomic amplification of *EZH2* and overexpression of *EZH2* promoted *CCND1*-induced proliferation of insulinoma cells in human (Wang et al., 2017), whereas declined functions of these factors with aging were previously reported in mice (Chen et al., 2009). Thus, molecular understandings of gene regulation of the epigenetic factors in β-cell replication are further challenges to complete the overall picture.

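In the cells of clusters 1–4 together, 9 of the 10 named endoplasmic reticulum genes (Atf6, Atf6b, Hspa5, Pdia3, Pdia4, Pdia6, Wfs1, Hsp90b1, Ssr3 and Manf) had a higher edgeR estimate in PPTx than in control samples, with a median log2 fold change of 0.57. Of these, 7 had an unadjusted p under 0.05 and edgeR called 1 over all genes tested, Pdia6 at 0.70 (standard error 0.15, adjusted p = 0.041), a call that was lost when any of 6 of the 8 samples was left out. DESeq2 also called Hspa5, at 0.63, and Hsp90b1, at 0.67. Hspa5 averaged 699 ± 108 CPM (SD, n = 4) in control and 1167 ± 180 CPM (SD, n = 4) in PPTx samples, with an edgeR log2 fold change of 0.65 (standard error 0.17, adjusted p = 0.0938). In 4 of the 10 genes no control sample overlapped a PPTx sample, which chance gives for a share of 0.0286 of genes. Within cluster 1, 5 of 6 tested genes were higher in PPTx with a median log2 fold change of 0.57, in cluster 2, 8 of 10 with a median of 0.37, in cluster 3, 6 of 7 with a median of 0.14, and in cluster 4, 4 of 5 with a median of 0.51. None of these genes was called by edgeR within a single cluster, and 3, 4, 0 and 1 of them had an unadjusted p under 0.05. DESeq2 called Pdia6 in cluster 2, at 0.59.

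**Figure D4:**
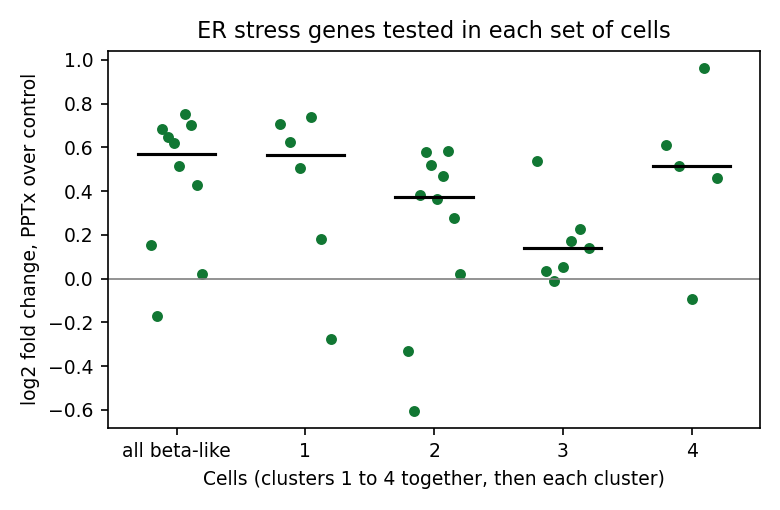
The edgeR log2 fold change of PPTx over control of each named endoplasmic reticulum gene tested, in clusters 1 to 4 together and in each cluster. Each point is a gene and the bar is the median, which lies above 0 in every set.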

Comparing control- and PPTx-derived cells, several differences were observed, including a higher induction of ER stress-related genes in PPTx-derived cells in clusters 1, 2, 3, and 4 (Figure S3A) and a biased distribution of control- and PPTx-derived cells in cluster 4 (Table S2). Although we confirmed key findings including elevated expression of proliferation-related genes and tumor suppressors both in PPTx and control mice, PPTx might activate replication inducibly through ER stress. 

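The change from cluster 3 to cluster 4 was tested for a difference between PPTx and control samples as an interaction in edgeR. Of 627 genes, 1 was called, Mt1, with 25 at an unadjusted p of 0.05, and DESeq2 called 0 with 12 at that level. Mt1 rose less in PPTx, with an interaction of −2.68 on the log2 scale (standard error 0.52, adjusted p = 0.0128). Control replicate 1 has no cells in cluster 3, and cluster 4 holds 13 control cells, so this test compared 3 control with 4 PPTx samples. In simulated data of this size, a log2 change of 1.5 was recovered for 36.1% of the changed genes, and smaller changes were not simulated.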

From another perspective, we provide transcriptional signature of physiological replication of β-cells, which was obtained from control mice without any perturbations, such as any surgical operations and genetic modification (Figure S3A). Alteration of this physiological replication in aging is the next crucial issue to be examined.

We have also considered whether the replication is driven in a subpopulation of mature β-cells with proliferation capability or follows a “stochastic” model, which says that all most of β-cells harbor potency to replicate and several cells stochastically enter in S and G2/M phases. We cannot exclude any possibility of existence of “elite” cells in clusters 1–3, although our pseudo-temporal analysis suggested transition of cells from cluster 1 to cluster 4 via clusters 2 and 3 (Figures 3A and 3D). Additional question remained is why old β-cells lose the capacity to replicate. The old mice which we employed correspond to middle-aged human, whose β-cells also lose the capacity to replicate (Dutta and Sengupta, 2016). We observed differential regulation of ER stress responders between young and old mice (Figure S3C). Since middle-age-onset diabetes is also clinically important, further study using scRNA-seq or epigenetic examination is needed (Zou et al., 2016). A map of β-cell replication process altered in aging could also be a guide for cure of diabetes.

In summary, our scRNA-seq of replication-induced islet cells addresses transcriptional dynamics of β-cell replication process at high resolution, including switching expression of cyclins, transient activation of ER stress responders, and elevated expression of proliferation-related genes. Additionally, the study provides new findings including activation of anti-proliferation signaling, such as key factors responsible for surveillance of genome integrity, orchestrated by major tumor suppressor genes. Our integrated concept for physiological induction of beta cells by both acceleration and suppression of cell proliferation will link to new strategy for regenerative medicine and drug discovery.

### Limitations of the Study

In this study, we employed the PPTx model to clarify β-cell replication. The phenomena observed in this study might not apply in other models. Our research was mostly observational; the mechanism of β-cell replication requires further investigation.

### Resource Availability

#### Lead Contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Nobuya Inagaki ().

## Materials Availability

This study did not generate new unique reagents.

### Data and Code Availability

The data sets/code generated during this study are available at NCBI Gene Expression Omnibus (GEO) accession number: GSE152730 and GSE152731.

## Methods

All methods can be found in the accompanying Transparent Methods supplemental file.

# Supplementary material for: Single-Cell Transcriptome Analysis Dissects the Replicating Process of Pancreatic Beta Cells in Partial Pancreatectomy Model
**Source:** iScience. 2020 Nov 6;23(12):101774. doi: 10.1016/j.isci.2020.101774
**Supplement:** Document S1. Transparent Methods, Figures S1–S3, and Table S2

## **Supplemental Information**

### **Single-Cell Transcriptome Analysis Dissects the Replicating Process of Pancreatic Beta Cells in Partial Pancreatectomy Model**

**Hisato Tatsuoka, Satoko Sakamoto, Daisuke Yabe, Ryotaro Kabai, Unyanee Kato, Tatsuya Okumura, Ainur Botagarova, Shinsuke Tokumoto, Ryota Usui, Masahito Ogura, Kazuaki Nagashima, Eri Mukai, Yoshio Fujitani, Akira Watanabe, and Nobuya Inagaki**

**Figure S1**

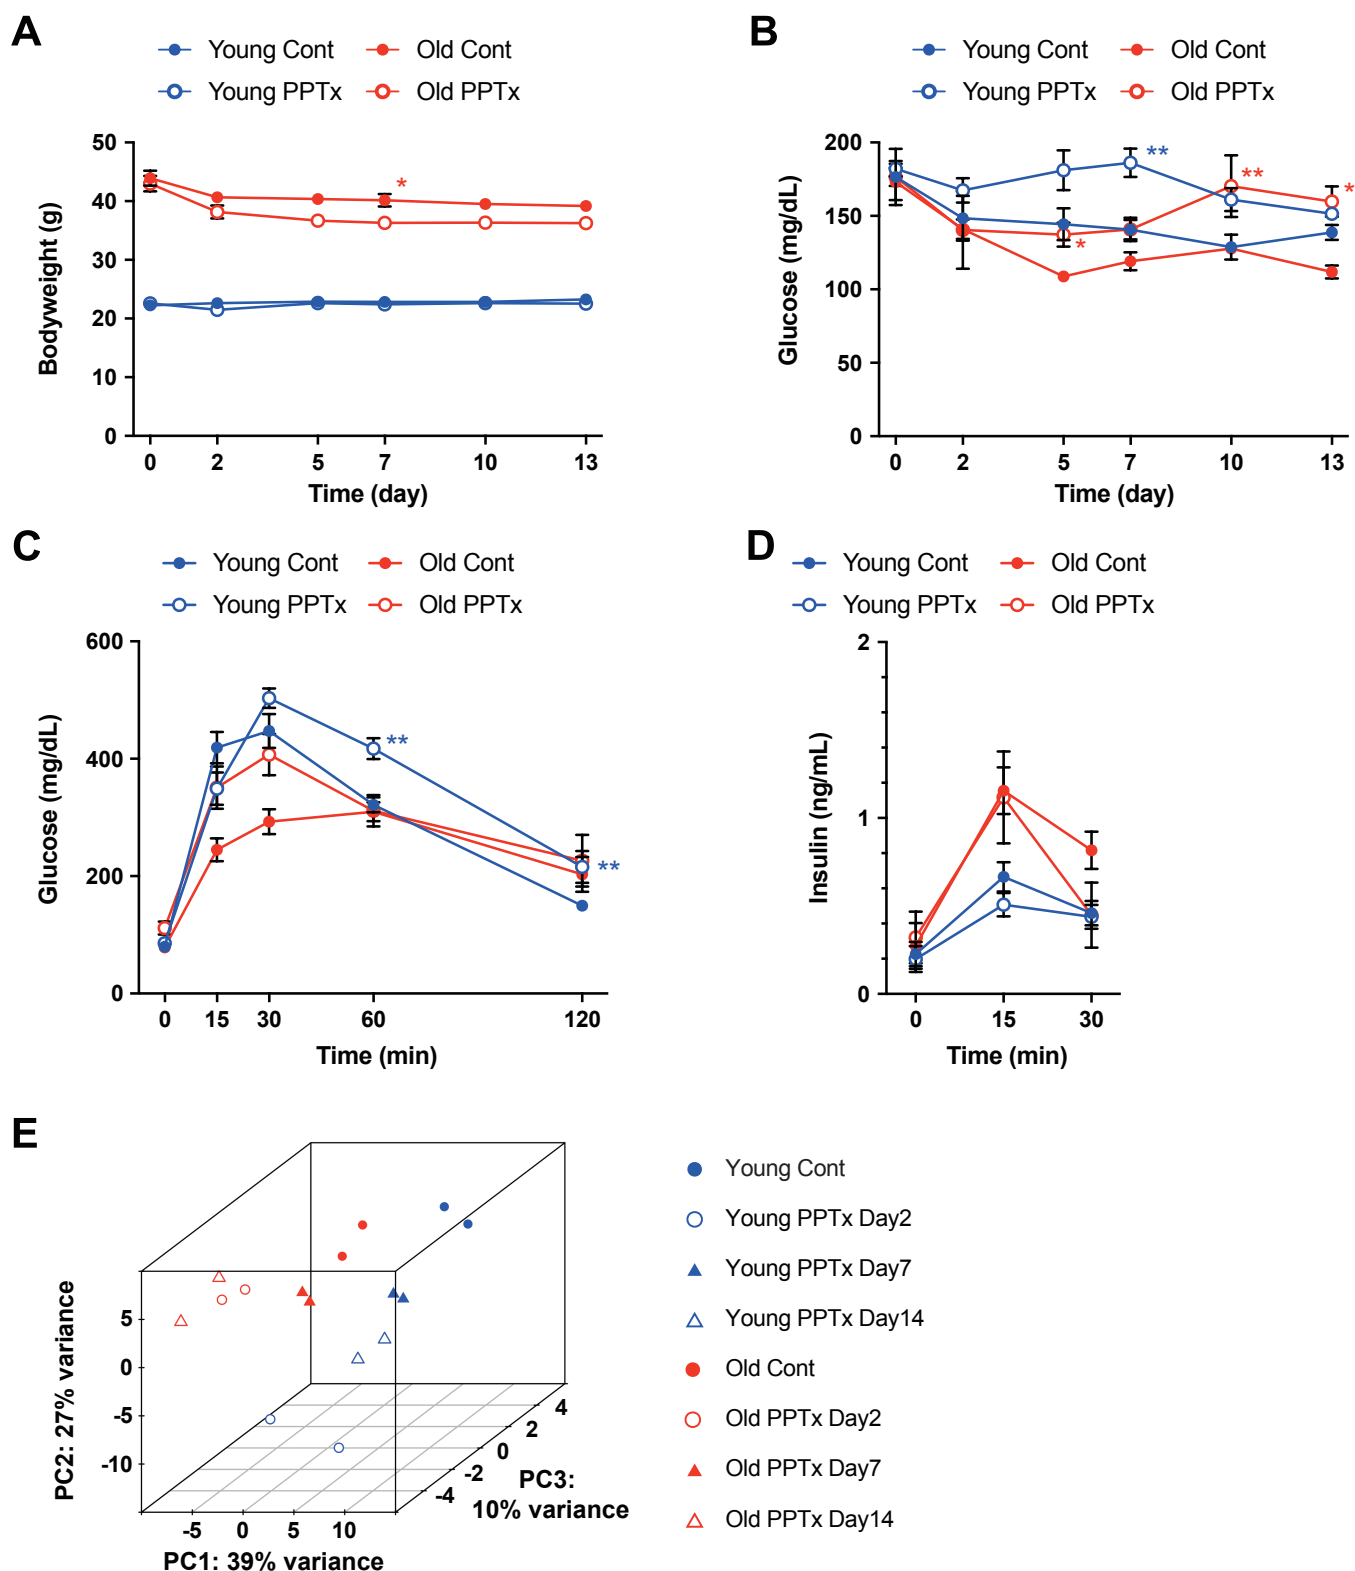

**Figure S1. Phenotypical changes of young and old mice by partial pancreatectomy (PPTx).**

(A) Changes of body weight. (B) Casual blood glucose levels. (C, D) Oral glucose tolerance test was performed 2 weeks after starting the observation: Levels of glucose (C) and insulin (D) were plotted. Numbers of mice examined were young control  $n=5$ , young PPTx  $n=5$ , old control  $n=5$  and old PPTx  $n=4$ . Values are means $\pm$ SEM. \* and \*\* indicate  $P < 0.05$  and  $P < 0.01$  (vs control, Mann-Whitney U test), respectively. (E) PCA plot of bulk RNA-sequencing. Islets were isolated 2, 7 and 14 days after the surgical operation in PPTx mice. Related to Figure 1.

Figure S2

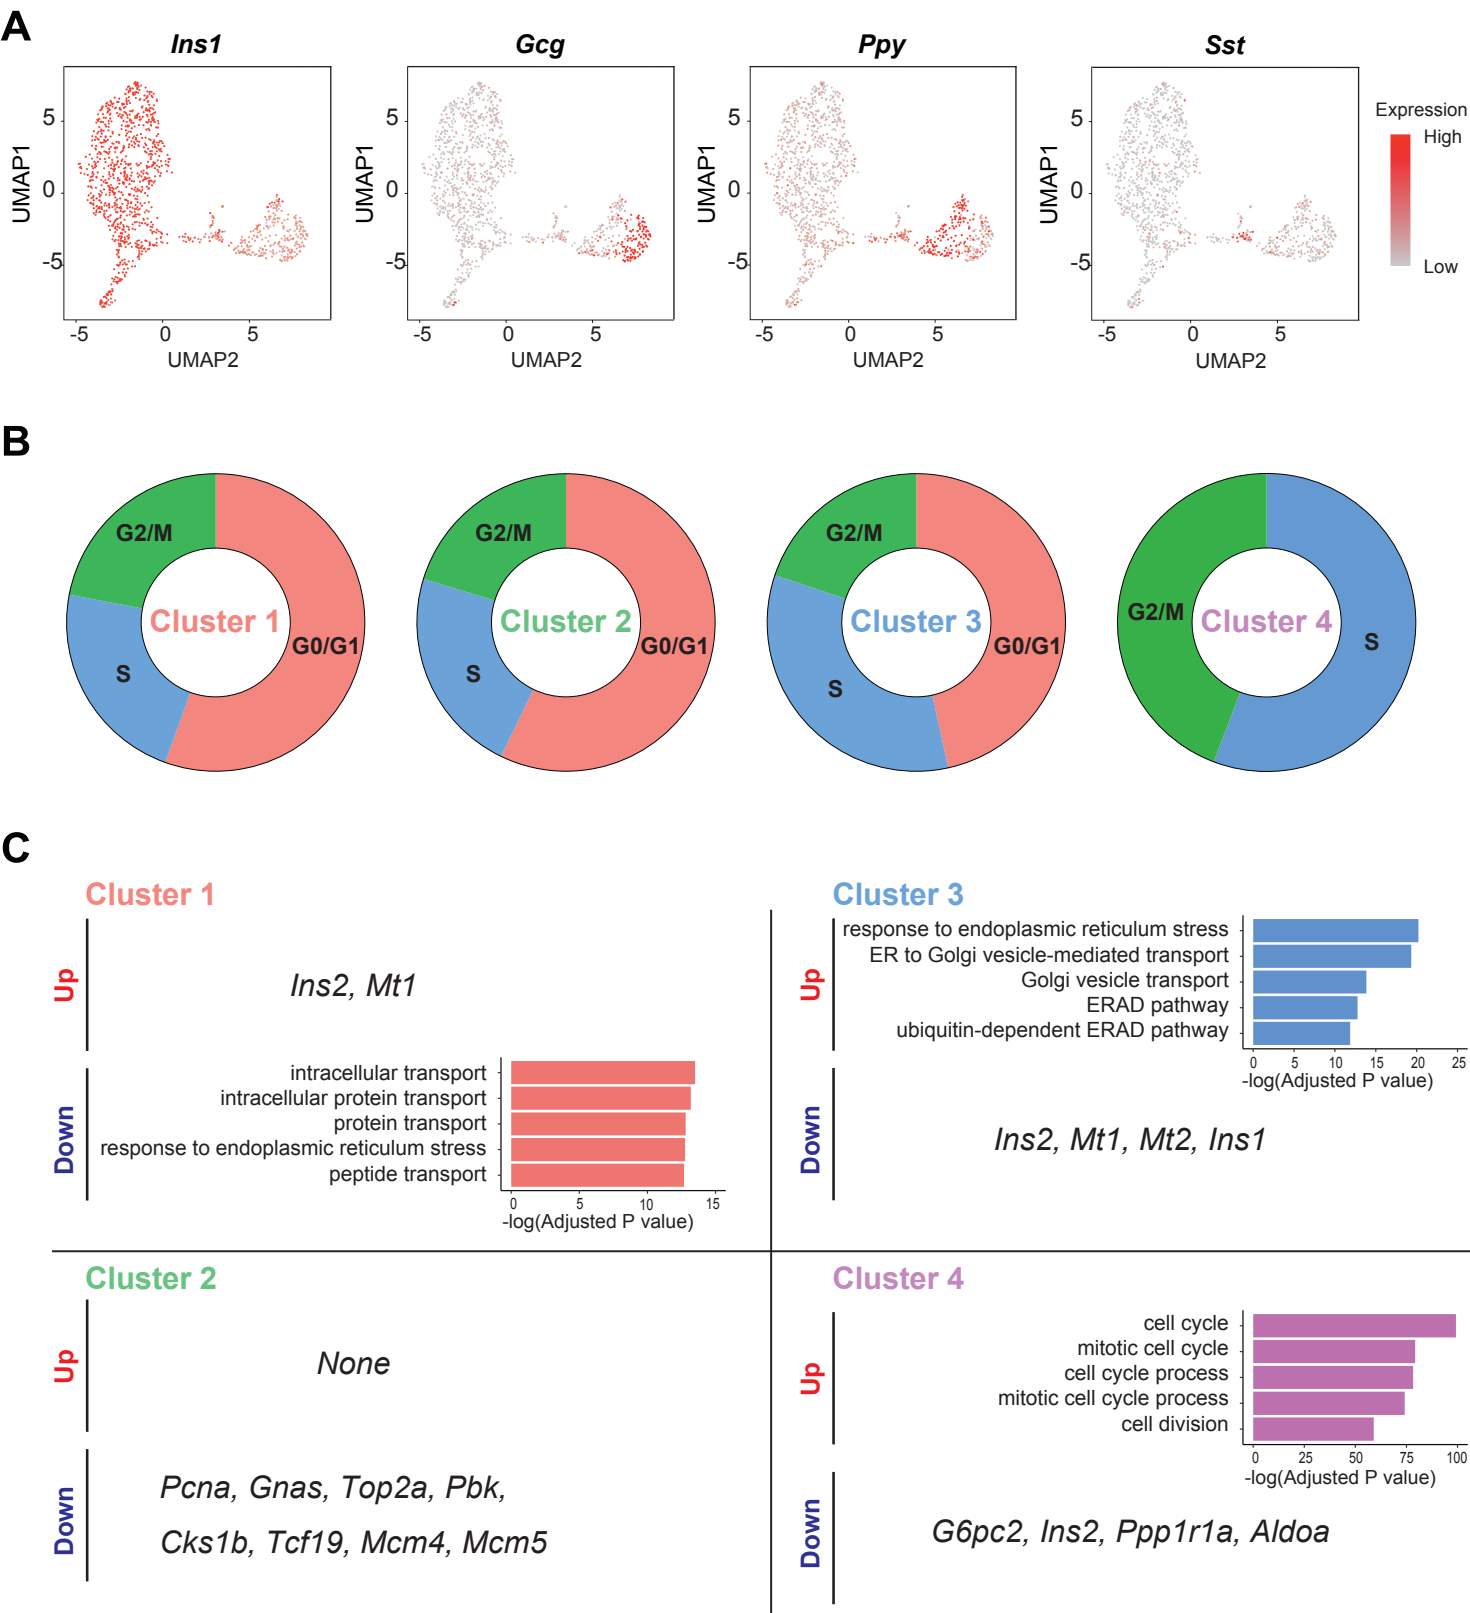

**Figure S2. Cell taxonomy and cell cycle state of islet cells in young control and PPTx mice.** (A) Expressions of *Ins1*, *Gcg*, *Ppy* and *Sst* were shown on UMAP plot. (B) CellCycleScoring-defined Composition of G0/G1, S and G2/M cells in each UMAP Cluster. (C) GO terms significantly enriched in up-regulated or down-regulated genes. Gene names were listed when no significant GO term was enriched in their differentially expressed genes. All results were shown in Table S2. Related to Figure 2.

Figure S3

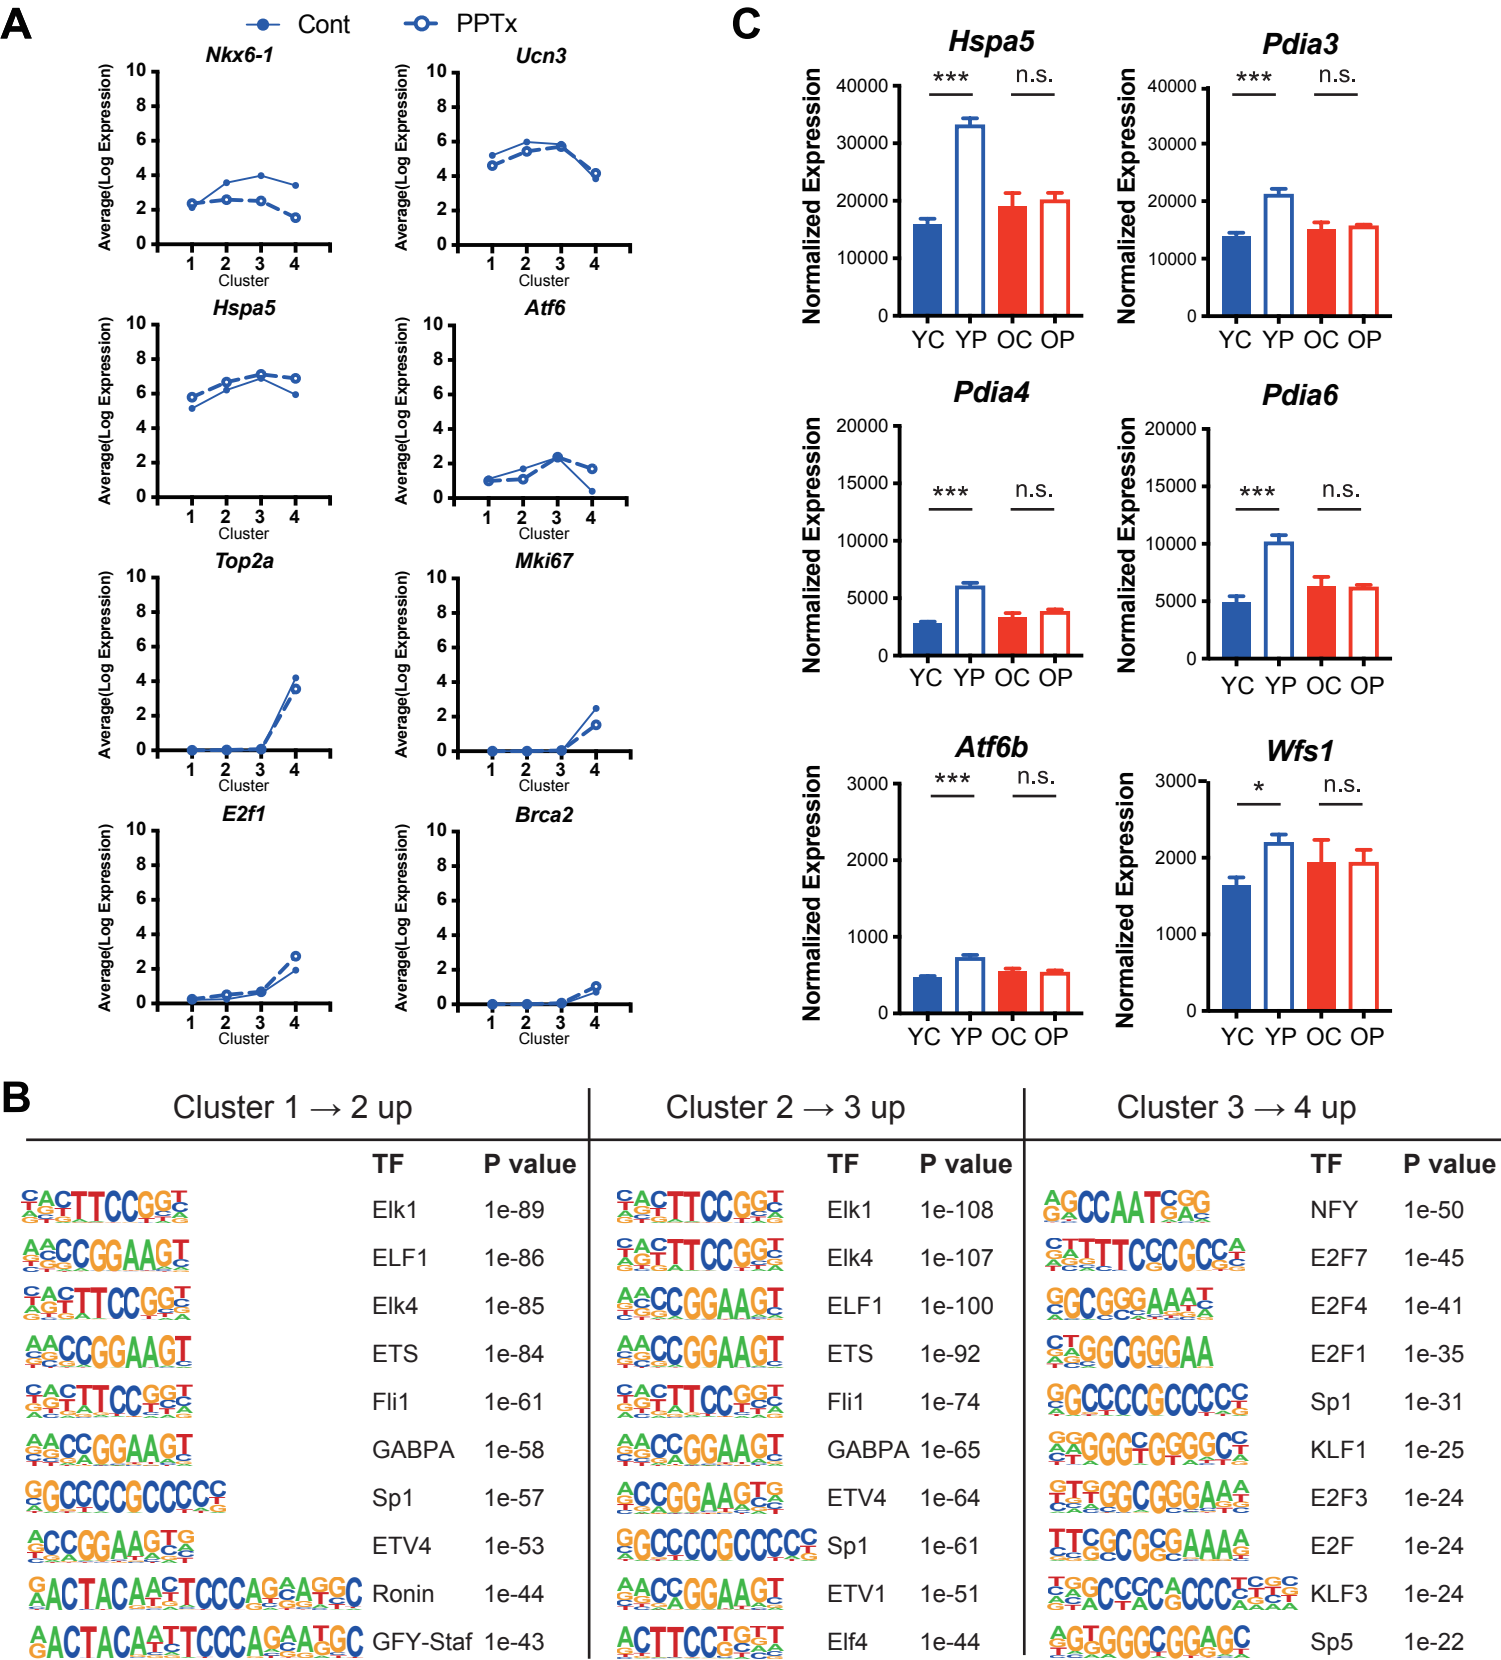

Figure S3. A sequential alteration of gene expression in a transition to replication and candidates regulating a gene network.

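Between PPTx and control samples, edgeR called 15 of 5269 genes in the cells of clusters 1–4 together, 10 higher and 5 lower in PPTx, with 531 at an unadjusted p of 0.05. The alternative that moved this count most used no filter on low counts and gave 75, and the count was 4 without PPTx replicate 1 and 31 without PPTx replicate 4. The largest rises among genes of at least log2 CPM 5 were those of Cks1b, by 1.31 on the log2 scale (standard error 0.27), Fkbp11, by 1.26 (standard error 0.18), Srm, by 1.19 (standard error 0.25), Dapl1, by 1.15 (standard error 0.24), and Sdf2l1, by 1.10 (standard error 0.19). The largest falls were those of Mt2, which fell by 1.58 (standard error 0.25), Mt1, which fell by 1.38 (standard error 0.22), T2, which fell by 1.21 (standard error 0.26), and Trpm5, which fell by 1.01 (standard error 0.18). All of these were without overlap between the 4 control and 4 PPTx samples. Within cluster 1, 6 of 759 genes were called, within cluster 2, 6 of 2862, within cluster 3, 1 of 588, and within cluster 4, 3 of 266. Fkbp11 was among them in clusters 1, 2 and 4 and Mt1 in clusters 1, 2 and 4, while Ppy was called in clusters 1, 2 and 3. In cluster 1, 1618 of the 1837 Ppy UMIs of PPTx cells came from 1 cell.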

(A) The alteration of representative gene expressions both in control and PPTx group. Values indicates the average of the logarithm expressions. (B) Upstream motifs of differentially up-regulated genes in cluster 2 compared to cluster 1, in cluster 3 to 2 and in cluster 4 to 3 were predicted using HOMER. Top 10 results were shown. (C) Normalized expression values of ER stress related genes in bulk RNA-seq analysis were shown. YC indicates young control, YP does young PPTx, OC does old control and OP does old PPTx. Values are mean  $\pm$  SEM. \*,  $P < 0.05$ , \*\*\*,  $P < 0.001$  (Mann-Whitney U test). Related to Figure 3.

**Table S2. CellCycleScoring-defined Composition of G0/G1, S and G2/M cells in each UMAP Cluster of control and PPTx islets. Related to Figures 2D and S2B.**

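Table S2 counts the cells of each cluster by the phase that CellCycleScoring assigned, from the scores of genes of S phase and of G2/M phase, with G0/G1 for cells in which neither score is above 0. Of the 43 S phase and 54 G2/M phase genes of Seurat's list, 42 and 53 were present in the files. Without thinning, S or G2/M was called in 41.9% of 117 control and 52.1% of 119 PPTx cells of cluster 1, in 36.6% of 194 and 47.2% of 218 cells of cluster 2 and in 29.2% of 24 and 58.1% of 129 cells of cluster 3. All 13 control and 49 PPTx cells of cluster 4 were called S or G2/M, and S phase took 23.08% of the control and 63.3% of the PPTx cells. These shares pool the cells of all samples of a group.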

The number of cells assigned to each phase of cell cycle was divided by total number of cells in the Cluster 1-4.

## TRANSPARENT METHODS

- KEY RESOURCES TABLE
- CONTACT FOR REAGENT AND RESOURCE SHARING
- EXPERIMENTAL MODEL AND SUBJECT DETAILS
  - Animals
- METHOD DETAILS
  - Partial Pancreatectomy
  - Histological analyses
  - Islet isolation and RNA extraction
  - Bulk RNA sequencing analysis (Bulk RNA-seq)
  - Single-cell mRNA sequencing analysis (scRNA-seq)
  - Data analysis
- QUANTIFICATION AND STATISTICAL ANALYSIS
- DATA AVAILABILITY

## CONTACT FOR REAGENT AND RESOURCE SHARING

Reagents and resources included in the current study are available from the corresponding author on reasonable request. All requests will be fulfilled by Nobuya Inagaki ().

## KEY RESOURCES TABLE

## **EXPERIMENTAL MODEL DETAILS AND SUBJECT DETAILS**

### **Animals**

C57BL/6J male mice were purchased from SLC Japan, Inc. (Hamamatsu, Japan). Animals were housed in a 14h light-10h dark cycle with free access to water and standard chow. Experiments on animals were approved by the Animal Research Committee of Kyoto University Graduate School of Medicine (MedKyo18249) and all experiments were performed in accordance with relevant guidelines and regulations of the Animal Research Committee of Kyoto University Graduate School of Medicine.

### **METHOD DETAILS**

#### **Partial pancreatectomy (PPTx)**

PPTx was performed on 8-week-old and 52-week-old male C57BL/6J mice as described previously (Peshavaria et al., 2006). Mice were anesthetized with isoflurane inhalation, and a midline abdominal incision was made. The splenic side of the pancreas was excised partially via the line between the pylorus ring and the small intestine, after breaking mesenteric connections from the pancreas to the greater curvature of the stomach, the pylorus ring, the colon and the retroperitoneum. The weight of the resected pancreas was approximately 50% of that of total pancreas estimated by those of mice of the same age and similar bodyweight. Mice at the same age without any operation were examined as control. Body weight and casual blood glucose via tail vein using Glutest Neo Sensor (Sanwa Kagaku Kenkyusho, Japan) were examined before and until 13 days after the operation. Oral glucose tolerance test was performed at 9 a.m. on day 14 after fasting mice from 5 p.m. on the previous day. Mice were dosed orally with 2g/kg glucose, and blood samples were collected at various time points using heparinized calibrated glass capillary tubes (Catalogue No. 2-000-044-H; Drummond Scientific Company). Blood glucose levels were determined using Glutest Neo Sensor. Plasma samples were prepared by centrifugation of the blood samples at 9,000xg for 10min, and were subjected to insulin measurement using UltraSensitive PLUS Mouse Insulin ELISA kit (Catalogue No. 49170-53; Morinaga, Tokyo, Japan).

#### **Histological analyses**

The  $\beta$ -cell replication rate was estimated immunohistochemically by 5-bromo-2'-deoxyuridine (BrdU) labeling as previously described with minor modifications (El Ouamari et al. 2013). Water containing 1mg/mL BrdU (Catalogue No. B5002; Merck KGaA, Darmstadt, Germany) was supplied for 4 days before the dissection or intraperitoneal injection of 100 mg/kg BrdU was done 6 hours before the dissection. The resected pancreatic tissues were fixed with 4% paraformaldehyde and embedded in paraffin. After deparaffinization, antigen-retrieval by heating in 10mM citrate buffer (pH 6.0) and blocking by blocking buffer (PBS with 10% Goat Serum and 0.2% Triton X-100), five slices (more than 120  $\mu$ m apart) of each pancreas were incubated at room temperature overnight with primary antibodies [i.e., rabbit anti-insulin antibody (Catalogue No. ab181547; Abcam, USA; 200-fold dilution in blocking buffer) and rat anti-BrdU antibody (Catalogue No. ab6326; Abcam, USA; 100-fold dilution in blocking buffer)] and then for 1hr at room temperature with secondary antibodies [i.e., Alexa Fluor 488-conjugated goat anti-rabbit IgG (H+L) antibody (Catalogue No. A-11034; Thermo Fisher Scientific, USA; 200-fold dilution in blocking buffer) and Alexa Fluor 546 goat anti-rat antibody (Catalogue No. A-11081; Thermo Fisher Scientific, USA; 200-fold dilution in blocking buffer)]. The samples were washed 4 times with PBS and then incubated with PBS containing 4',6-diamidino-2-phenylindole (DAPI) at the final concentration of 0.01 mg/mL for 15 min at room temperature. The samples were then washed 4 times with PBS and mounted using VECTASHIELD Mounting Medium (Catalogue No. H-1000; VECTOR LABORATORIES, INC., USA). Each slide was observed using BZ-X700 (KEYENCE, Japan) through filters (470/40 -DM 495- 525/50: FITC), (545/25 -DM 565- 605/70: mTIRC) and (360/40 -DM 400- 460/50: DAPI). More than 10 islets per slide (>50 slides per one mouse) were analyzed; the ratio of BrdU positive cell number to cell number estimated by DAPI in pancreatic islets was calculated by BZ Analyzer (KEYENCE, Japan).

#### **Islet isolation and RNA extraction**

Islets of Langerhans were isolated by the collagenase digestion technique (Sutton et al., 1986; Usui et al., 2019). Briefly, Hanks' balanced salt solution (HBSS) (Catalogue No. 05905; Nissui Pharmaceutical Co., Ltd. Tokyo, Japan) containing 5 mM NaHCO<sub>3</sub> and 0.5 mg/ml (weight/volume)

collagenase P (Catalogue number 11213865001, Roche) was injected to the mouse pancreas via the bile duct. Subsequently, the pancreas was removed and further digested in a 50 mL tube in a shaking water bath at 37°C for 30 min. The digested pancreas was washed 2 times by ice-cold Krebs–Ringer bicarbonate (KRB) buffer [129.4 mM NaCl, 5.2 mM KCl, 2.7 mM CaCl<sub>2</sub>, 1.3 mM KH<sub>2</sub>PO<sub>4</sub>, 1.3 mM MgSO<sub>4</sub>, and 24.8 mM NaHCO<sub>3</sub> (pH 7.4)] equilibrated with 5% CO<sub>2</sub>/95% O<sub>2</sub> and containing 2.8 mM glucose, and then suspended in 4 ml of histopaque 1119 (Catalogue number 11191, Sigma) and transferred to a clean glass tube. Two ml of histopaque 1077 (Catalogue number 10771, Sigma) and 2 ml of histopaque 1050 (prepared by mixing two volumes of histopaque 1077 with one volume of distilled water) were then sequentially overlaid to perform density gradient separation. After 800×g centrifugation for 10 min at room temperature, the islets found in the inter-phase between histopaque 1050 and histopaque 1077 were collected and washed 2 times in ice-cold KRB buffer. The resulting islets were transferred to a large dish filled with approximately 50 ml of ice-cold KRB buffer and hand-picked into a 1.5-ml tube before total RNA preparation. After 200×g centrifugation for 1 min at 4°C and removal of supernatant, a tissue pellet was made and frozen in liquid nitrogen with RNAlater Stabilization Solution (Catalogue number 7020, Thermo Fisher Scientific).

### **Bulk RNA sequencing (Bulk RNA-seq)**

Total RNA was prepared from the frozen pellets of isolated islets using RNeasy mini kit following the manufacture's instruction (Catalogue number 74104, Qiagen); the RNA concentration was measured using the Qubit RNA HS Assay Kit (Catalogue number Q32855, Thermo Fisher Scientific). Quality of total RNA was assessed by Agilent 2100 Bioanalyzer System (Agilent Technologies, Inc., Santa Clara, CA, USA) with Agilent RNA 6000 Pico Kit (catalogue number 5067-1513, Agilent Technologies, Inc.), and RNA samples with RNA Integrity Number (RIN) value more than 7.5 were subjected to bulk RNA-seq. Bulk RNA-seq of whole islets was performed using 10 ng of total RNA from isolated islets. Each sample of islets were collected from 1-2 mice. Total RNA was reverse transcribed with SMARTer Ultra Low Input RNA Kit for Sequencing - v3 (catalogue number 634851, Takara Bio Inc.), and libraries were prepared with Nextera XT DNA Sample Preparation kits (Catalogue number FC-131-1096, Illumina). The libraries were sequenced by HiSeq2500 following the manufacturer's instruction. Single read 93-8-8bp were mapped to the UCSC mouse transcriptome reference (mm9) by HISAT2 (version 2.0.5) (Pertea et al., 2016) and uniquely aligned reads within Ensembl gene annotations were used to quantify gene expressions as counts using HTSeq (version 0.8.0) (Anders et al., 2015). For principal component analysis, islets of control, 2, 7 and 14 days after PPTx both in young and old mice were sequenced and normalized by DESeq2 (1.22.2) (Love et al., 2014) (n=2, each group). Differentially expressed analyses were conducted between islets of control and 2 days after PPTx both in young and old mice using DESeq2 (1.22.2) and the genes of adjusted *P* values < 0.05 were defined as differentially expressed genes (DEGs) (n=4, each group). Following Gene Ontology analysis of obtained DEGs was performed using GOseq (version 1.34.1) (Young et al., 2010).

### **Single-cell mRNA sequencing (scRNA-seq)**

More than 120 isolated islets from 1 to 3 mice per sample were collected into 0.5mL tubes in RPMI 1640 medium (Catalogue No. 31800-022; Thermo Fisher Scientific, USA) containing 10% fetal bovine serum (FBS), 10 mM HEPES, 5 mM NaHCO<sub>3</sub>, 1 mM sodium pyruvate, 100 U/ml penicillin, 100 mg/ml streptomycin and 11.1 mM glucose on ice. Four samples as control and four samples as PPTx group were prepared. After 200×g-centrifugation for 1 min at 4°C, the collected islets were washed once in 500 µL of calcium/magnesium free (CMF) buffer (136.9 mM NaCl, 4.0 mM KCl, 11.9 mM NaHCO<sub>3</sub>, 11.1 mM glucose, and 0.42 mM NaH<sub>2</sub>PO<sub>4</sub>, 0.18 mM KH<sub>2</sub>PO<sub>4</sub>). The islets were then resuspended in 200 µL of CMF containing 2 µL of 0.5% (wt/vol) Trypsin-EDTA (Catalogue number 15400-054, Thermo Fisher Scientific) (final concentration, 0.005%), incubated for 3 min at 37°C in a water bath, and dispersed by pipetting 50 times using a Gilson P200 pipet and 200 µl-pipet tips (Catalogue number 7231, WakenBtech Co., Ltd.). Cells were collected at the bottom of 0.5 mL tubes by 1000×g centrifugation for 5 min at 4°C and resuspended in CMF before being applied. Cell numbers were counted by TC20 Automated Cell Counter (Bio-Rad Laboratories, Inc.) and observed with a polarized light microscope. Single cell isolation was performed by applying dissociated islet cells to a ddSEQ Single-Cell Isolator (Bio-Rad Laboratories, Inc., USA) as described previously (Romagnoli et al., 2018). Libraries were prepared by SureCell WTA 3'

Library Prep Kit for the ddSEQ System (Catalogue number 20014279, Illumina, Inc., USA) using approximately 12,500 cells in single-cell resuspension as described previously (Tran et al., 2019). Single-cell droplets encapsulated in oil with Barcode Suspension Mix and Cell Suspension Mix were brought to reverse transcription. Second strand synthesis was conducted using the library of first strand cDNA. Quality of amplified library was assessed by Agilent 2200 TapeStation (Agilent Technologies, Inc.) with High Sensitivity D5000 ScreenTape (Catalogue number 5067-5592, Agilent Technologies, Inc.). DNA were tagged with DNA adaptors and amplified, followed by sequencing on HiSeq2500 as the manufacturer's instructions. FASTQ files were made using bcl2fastq v2.20.0.422. Paired end 68-8-0-75 bp were aligned to the mouse reference genome mm10, followed by filtering, debarcoding and UMI counting using the Cell Ranger v2.1.0 pipeline (10X Genomics).

### Data analysis

scRNA-seq data analysis was conducted using R version 3.5.1 and Seurat Version 3.1 (Butler et al., 2018; Stuart et al., 2019). Cells were removed if the number of detected genes was less than 100 or more than 3000, or read count was less than 100 or more than 20000. Genes were also removed if they were expressed in less than 3 cells. Normalization, scaling, dimensional reduction and clustering by PCA and UMAP were processed on Seurat pipeline as follows. After removing unwanted cells, gene expressions were normalized by for each cell by the total expression, multiplied by 10,000 and their natural logarithm were taken. Top 2000 highly variable genes calculated by FindVariableFeatures function with vst selection, were used for following PCA analysis using RunPCA function. The distance between cells were calculated using FindNeighbors function with dimension 1 to 7. Clustering was performed using FindClusters function with 0.5 as the resolution. Finally, clustered cells were plotted on UMAP space using RunUMAP function. For cell taxonomy, the expressions of *Ins1*, *Gcg*, *Ppy* and *Sst* were used as previously described (Butler et al., 2018). Cluster specific genes were calculated by FindAllMarkers function using Wilcoxon rank sum test in Seurat package and adjusted *P* value < 0.05 was defined as significant. GO analysis for cluster specific genes were conducted using goseq. Cell cycle analysis was conducted using CellCycleScoring function with a dataset in a previous report as guided on developers' website (Nestorowa et al., 2016).

Pseudo-time analysis was conducted using Monocle version 2.4.0 (Qiu et al., 2017; Trapnell et al., 2014). Cells of  $\beta$ -cell populations (i.e., Cluster 1-4) and filtered genes on UMAP analysis (i.e., expressed in at least 3 cells) were used. Pseudo-time of each cell was calculated by reduceDimension function by DDRTree method. Genes for ordering were selected by *q* value less than 0.05 by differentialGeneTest function following to reduceDimension and clusterCells without marker genes as unsupervised manner. After plotting the trajectory along with pseudo-time, cells from cluster 1 to 4 were selected and the scaled expression of all genes were drawn using plot pseudo-time heatmap function. All genes were classified into 7 groups depending on their expression patterns. GO terms enriched in genes of each cluster were calculated by GOseq. Dynamic expression of cell cycle-specific *cyclins* was shown as Z score of mean expression in each cluster.

Pathway analysis was conducted using Ingenuity Pathway Analysis (IPA, Qiagen) for differentially expressed genes between cluster 1 and 2, 2 and 3 or 3 and 4 with *P* value calculated by Wilcoxon rank sum test and fold change of mean expression. Transcription factor binding motif analysis was conducted using HOMER software version 4.11 (Heinz et al., 2010). Motifs were searched against DNA sequences from -300 to +50 around the transcription start sites of the differentially expressed genes between  $\beta$ -cell clusters. Upstream analysis for genes divided into 7 groups in pseudo-time heatmap was conducted using iRegulon (Janky et al., 2014). The candidate upstream transcription factors which were also included in the group of the same expression pattern (i.e., decreased genes, groups 1-3; transiently up-regulated genes, group 4, 5; elevated genes, group 6-7) were listed.

Comparison of cluster4 genes with human datasets were performed using previously published dataset (Ackeifi et al., 2020; Arda et al., 2016; Wang et al., 2017). As for insulinoma dataset by Wang and juvenile human islet dataset by Arda, differentially expressed genes described in their reports were used. Genes upregulated in human islets treated by harmine were calculated by more than 2-fold elevation from expression values in the paper.

#### **QUANTIFICATION AND STATISTICAL ANALYSIS.**

Data of mouse phenotypes, immunohistochemical examinations and the proportion of each cluster in cell number of scRNA-seq (Figures 1C, 2C, S1A-S1D and S3C) are expressed as mean  $\pm$  standard error of the mean (SEM). Comparison between two groups was performed by the Mann-Whitney U-test. The statistical analysis was carried out using GraphPad Prism software Version 8.0.2 (San Diego, CA, USA).

#### **DATA AVAILABILITY**

The accession number of NCBI Gene Expression Omnibus for scRNA-seq and bulk RNA-seq data reported in this manuscript is GSE152730 and GSE152731, respectively.

## SUPPLEMENTAL REFERENCES

- Ackeifi, C., Swartz, E., Kumar, K., Liu, H., Chalada, S., Karakose, E., Scott, D.K., Garcia-Ocana, A., Sanchez, R., DeVita, R.J., et al. (2020). Pharmacologic and genetic approaches define human pancreatic beta cell mitogenic targets of DYRK1A inhibitors. *JCI Insight* 5.
- Anders, S., Pyl, P.T., and Huber, W. (2015). HTSeq--a Python framework to work with high-throughput sequencing data. *Bioinformatics* 31, 166-169.
- Arda, H.E., Li, L., Tsai, J., Torre, E.A., Rosli, Y., Peiris, H., Spitale, R.C., Dai, C., Gu, X., Qu, K., et al. (2016). Age-Dependent Pancreatic Gene Regulation Reveals Mechanisms Governing Human beta Cell Function. *Cell Metab* 23, 909-920.
- Butler, A., Hoffman, P., Smibert, P., Papalexi, E., and Satija, R. (2018). Integrating single-cell transcriptomic data across different conditions, technologies, and species. *Nat Biotechnol* 36, 411-420.
- Heinz, S., Benner, C., Spann, N., Bertolino, E., Lin, Y.C., Laslo, P., Cheng, J.X., Murre, C., Singh, H., and Glass, C.K. (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol Cell* 38, 576-589.
- Janky, R., Verfaillie, A., Imrichova, H., Van de Sande, B., Standaert, L., Christiaens, V., Hulselmans, G., Herten, K., Naval Sanchez, M., Potier, D., et al. (2014). iRegulon: from a gene list to a gene regulatory network using large motif and track collections. *PLoS Comput Biol* 10, e1003731.
- Love, M.I., Huber, W., and Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* 15, 550.
- Nestorowa, S., Hamey, F.K., Pijuan Sala, B., Diamanti, E., Shepherd, M., Laurenti, E., Wilson, N.K., Kent, D.G., and Gottgens, B. (2016). A single-cell resolution map of mouse hematopoietic stem and progenitor cell differentiation. *Blood* 128, e20-31.
- Pertea, M., Kim, D., Pertea, G.M., Leek, J.T., and Salzberg, S.L. (2016). Transcript-level expression analysis of RNA-seq experiments with HISAT, StringTie and Ballgown. *Nat Protoc* 11, 1650-1667.
- Peshavaria, M., Larmie, B.L., Lausier, J., Satish, B., Habibovic, A., Roskens, V., Larock, K., Everill, B., Leahy, J.L., and Jetton, T.L. (2006). Regulation of pancreatic beta-cell regeneration in the normoglycemic 60% partial-pancreatectomy mouse. *Diabetes* 55, 3289-3298.
- Qiu, X., Mao, Q., Tang, Y., Wang, L., Chawla, R., Pliner, H.A., and Trapnell, C. (2017). Reversed graph embedding resolves complex single-cell trajectories. *Nat Methods* 14, 979-982.
- Romagnoli, D., Boccalini, G., Bonechi, M., Biagioni, C., Fassan, P., Bertorelli, R., Sanctis, V., Leo, A.D., Migliaccio, I., Malorni, L., et al. (2018). ddSeeker: a tool for processing Bio-Rad ddSEQ single cell RNA-seq data. *BMC Genomics* 19, 960.
- Stuart, T., Butler, A., Hoffman, P., Hafemeister, C., Papalexi, E., Mauck, W.M., 3rd, Hao, Y., Stoeckius, M., Smibert, P., and Satija, R. (2019). Comprehensive Integration of Single-Cell Data. *Cell* 177, 1888-1902 e1821.
- Sutton, R., Peters, M., McShane, P., Gray, D.W., and Morris, P.J. (1986). Isolation of rat pancreatic islets by ductal injection of collagenase. *Transplantation* 42, 689-691.

Tran, K.A., Pietrzak, S.J., Zaidan, N.Z., Siahpirani, A.F., McCalla, S.G., Zhou, A.S., Iyer, G., Roy, S., and Sridharan, R. (2019). Defining Reprogramming Checkpoints from Single-Cell Analyses of Induced Pluripotency. *Cell Rep* 27, 1726-1741 e1725.

Trapnell, C., Cacchiarelli, D., Grimsby, J., Pokharel, P., Li, S., Morse, M., Lennon, N.J., Livak, K.J., Mikkelsen, T.S., and Rinn, J.L. (2014). The dynamics and regulators of cell fate decisions are revealed by pseudotemporal ordering of single cells. *Nat Biotechnol* 32, 381-386.

Usui, R., Yabe, D., Fauzi, M., Goto, H., Botagarova, A., Tokumoto, S., Tatsuoka, H., Tahara, Y., Kobayashi, S., Manabe, T., et al. (2019). GPR40 activation initiates store-operated  $\text{Ca}^{2+}$  entry and potentiates insulin secretion via the  $\text{IP3R1/STIM1/Orai1}$  pathway in pancreatic beta-cells. *Sci Rep* 9, 15562.

Wang, H., Bender, A., Wang, P., Karakose, E., Inabnet, W.B., Libutti, S.K., Arnold, A., Lambertini, L., Stang, M., Chen, H., et al. (2017). Insights into beta cell regeneration for diabetes via integration of molecular landscapes in human insulinomas. *Nat Commun* 8, 767.

Young, M.D., Wakefield, M.J., Smyth, G.K., and Oshlack, A. (2010). Gene ontology analysis for RNA-seq: accounting for selection bias. *Genome Biol* 11, R14.

How the deposited data were processed for this re-analysis (not part of the article)

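The authors made the UMI counts by alignment to mm10 and counting with Cell Ranger v2.1.0, per the paper's methods, and deposited them per gene symbol and cell without normalization, 1 table per sample with 24421 genes and 1240 cells in all. The samples are 4 controls and 4 taken after PPTx. All tables hold whole numbers, and 1 barcode occurs in more than 1 sample, so cells were named by sample and barcode. How cells were selected before deposit is not stated in the paper's methods or the sample labels, which were both searched. CPM values were computed here from sums of the deposited counts.

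Cells with 100 to 3000 genes and 100 to 20000 UMIs were kept, as in the paper, which left out 8 cells. Seurat 5.3.0 scaled each cell to 10000, chose 2000 variable genes, and clustered on 7 dimensions at resolution 0.5. Of the 72 named genes, 38 were dropped from the variable genes and 4 were in too few cells to be kept. Clusters were assigned from lists of markers for islet, endothelial, immune, acinar, ductal and stellate cells that were written down first. Of these, the beta-like list led in clusters 1–4, the list for PP-like cells in the clusters of 285 and 84 cells, closely followed by alpha-like cells in the former, and none of the endothelial, immune, acinar, ductal or stellate lists led in a cluster. Thinning drew 2700 UMIs, the 10th percentile of the cells of clusters 1–4 rounded down to a multiple of 100, from each cell with at least that many, leaving out 50 control and 93 PPTx cells.

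Differences between clusters and between groups were tested with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood) on sums per sample and cluster at an adjusted p of 0.05 (Benjamini-Hochberg), and with DESeq2 1.42.0 as an alternative. Counts between clusters are of genes outside the variable genes, since those defined the clusters, and counts between PPTx and control are of all tested genes. Gene lists were tested with camera of limma 3.58.1 at a correlation of 0.01. Text names every gene the paper names in the compared results except some that are not reported, and up to 5 called genes each way with the largest change, a log2 CPM of at least 5, and the same direction in every sample or no overlap of the groups. Genes named outside this rule are named as such. Levels of named genes that filterByExpr left untested were compared by exact sign flips over samples, a test added once the filter was seen to leave them out. Folds from a count of 0 take 3 counts over the cluster as the limit.

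The tests were also run on simulated counts with 200 genes (133 in cluster 4) changed by a log2 of 1.5. Of the changed genes tested, 100% were recovered between clusters 1 and 2, 98.8% between 2 and 3, 100% between 3 and 4, 96.7% between PPTx and control in clusters 1–4 together, 92.5%, 97.1%, 97.0% and 68.1% within clusters 1, 2, 3 and 4, and 36.1% for the difference between the groups in the step from cluster 3 to 4, so a lack of calls there says little. Smaller changes of single genes were not simulated, so these recoveries do not tell how many changes below a log2 of 1.5 would be called. No gene was called in simulated data without a change, and a list shifted by 0.3 was fitted at 0.314. Diffusion pseudo-time (scanpy 1.11.5, 15 neighbours), Scrublet with an expected rate of 0.06, and promoter matches for 11416 of the kept genes, with 1365 lacking a promoter in GENCODE M1 on NCBIM37, were computed in Python 3.11.15 with scipy 1.17.1. All tests are two-sided.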

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

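The tests of hormone RNA in a few cells and of few cells behind a share of phase calls were chosen only after the result was seen. Of 113 groups of 4 to 8 samples examined, 14 held a sample far from the others, where chance gives about 1 in 20, or 5.65.

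In beta-like cells, a hormone of other islet cells was far higher in 1 sample in 4 of these groups. On the log2 CPM scale, Gcg was at 10.55 in control replicate 3 (the other controls between 6.68 and 7.28) and at 11.03 in PPTx replicate 2 (4.99 to 6.01), Ppy at 12.34 in control replicate 2 (6.86 to 7.39) and Sst at 9.84 in PPTx replicate 3 (6.87 to 7.12). In each of these samples at least 85.7% of the hormone's UMIs were in 5 cells, so a few cells with a large amount of hormone RNA may be the source. Whether these are doublets or cells that make both hormones stays open.

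The share of S or G2/M calls was far from the other samples of its group in 3 groups. It was 64.3% in cluster 1 of control replicate 1, from 18 of 28 cells. The lower end of its exact interval, 44.1%, lies above the mean of the other controls, 36.9%, which argues against few cells as the whole source. In cluster 2 of PPTx replicate 3 it was 43.2%, from 19 of 44 cells, and the upper end of its interval, 59.0%, lies above the mean of the others, 53.4%, so few cells could give this gap. In cluster 3 of PPTx replicate 4 it was 100%, from 2 of 2 cells with a lower end of 15.8%, and chance and a real difference cannot be told apart with 2 cells. No biological explanation was tested.

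The 7 other samples far from their group were Cdk4 in control replicate 3 (6.08 against 5.87 to 5.90), E2f1 in control replicate 1 (4.52 against 3.35 to 3.49), Top2a in PPTx replicate 4 (1.53 against 4.21 to 4.59), Cdkn2c in PPTx replicate 4 (2.27 against 4.01 to 4.28), Ins2 in control replicate 4 (19.09 against 18.98 to 19.00), Nkx6-1 in PPTx replicate 4 (7.95 against 6.50 to 6.63) and Dapl1 in control replicate 1 (5.60 against 7.34 to 7.57), all log2 CPM in beta-like cells. Neither a technical nor a biological explanation was tested for them.

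A difference between the groups in the step from cluster 3 to 4 was called for Mt1, by an interaction of −2.68 on the log2 scale. Of 35 splits of the samples, 10 gave at least as many called genes, so chance is not excluded for this count. Mt1 was not called without control replicate 4 (−1.87), without PPTx replicate 2 (−2.66) or without PPTx replicate 3 (−2.80), nor by DESeq2 (−2.55) or with no low-count filter (−2.22). A difference in how PPTx cells enter cluster 4 stays open.

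A signal outside the genes that the paper discusses is Dapl1, higher in PPTx beta-like cells by 1.15 (standard error 0.24, adjusted p = 0.0288 by edgeR) without overlap of the groups, which chance gives for a share of 0.0286 of genes. It was not called without control replicate 2 (1.17), control replicate 4 (1.19) or PPTx replicate 1 (1.16), and was called without control replicate 1 (0.94), the sample far below the other controls. Of 35 splits of the samples, 1, the real split, gave at least as many called genes in beta-like cells as the 15 found, and the highest count of another split was 3, which argues against chance for the count. It does not do so for Dapl1 by itself, and a response to PPTx is an untested explanation.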

How the results depend on the processing

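The only alternatives chosen after the values were seen are the bulk gene lists without cluster 4 and in cluster 2 alone, and the tests of pairs, UMIs and pseudo-time below were chosen after their result was seen apart from that of pairs. All other alternatives were set before the data were examined. Of 160 values that answer a comparison under an alternative, 111 stayed on the same side of their threshold or within their spread, 3 were weaker, 1 was stronger, 43 moved and 2 reversed. For single genes, 2529 of 2822 values stayed, 158 were weaker, 117 stronger and 18 reversed.

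The difference in cluster 4 was 3.51 percentage points (exact permutation p = 0.0571) with 15 principal components and 1.02 (exact permutation p = 0.457) with replicating cells defined without clusters. It kept its side of the threshold under the other clusterings, between 3.41 at resolution 0.3 and 5.52 with cells thinned before clustering. Control and PPTx samples share replicate numbers, and 1 of 4 pairs had a correlation of deviations over 0.1. Over 5269 genes the pairs ran from 0.0373 to 0.161 and other combinations from −0.141 to 0.0522. Pairs 1, 3 and 4, at 0.0752, 0.0832 and 0.161, lay above every other combination, so handling by number stays open. The samples were not treated as pairs in the chosen fit. With the replicate block the difference was 4.48 with an exact p of 0.125, the smallest that 4 pairs allow. With this block edgeR called 48 genes in beta-like cells (15 without), 16 in cluster 2 (6 without), 2 in cluster 3 (1 without) and 6 in cluster 4 (3 without), and in beta-like cells these included Hspa5 (0.66), Hsp90b1 (0.68) and Manf (0.67).

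The UMI difference between clusters 3 and 1 went to −0.00512 (exact sign-flip p = 0.859) with cells thinned before clustering. The UMIs compared are those of the cells before thinning, so the loss of the difference was not built in. It goes with an order of clusters 1 to 3 that follows the UMIs per cell. The clusters themselves changed with thinning, so the value does not show that depth alone gave the order. Thinned pseudo-time steps were −0.0343, 0.0191 and 0.488, with a median rho with UMIs of 0.0497. In that clustering no cluster 2 was found, so its comparisons could not be given.

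Between clusters 1 and 2 (6 called), edgeR called 10 with the named genes kept, 17 with 15 principal components and 11 without hormone genes. It called 0 with no replicate block (67 at an unadjusted p of 0.05) and 0 with no low-count filter (534 of 10523), where DESeq2 called 8 in the chosen design. Between clusters 2 and 3 (5 called) it called 13 with the named genes kept, 8 with no named or cell cycle genes, 12 at resolution 0.3, 135 with 15 principal components and 2 with no replicate block, and DESeq2 called 3. Between clusters 3 and 4 (27 called) it called 56 with cells thinned before clustering, 17 at resolution 0.3, 15 at resolution 0.8, 44 with 15 principal components, 11 with no replicate block, 62 with no low-count filter and 51 with sums of at least 5 cells. It called 0 with cells thinned before summing, where 39 genes could be tested and 7 passed an unadjusted p of 0.05, and DESeq2 called 14. For the interaction (1 called) DESeq2 called 0, with 12 at an unadjusted p of 0.05.

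Between PPTx and control in beta-like cells (15 called), DESeq2 called 27, and edgeR 75 with no low-count filter, 8 with cells thinned before summing and 32 in all islet cells. In cluster 1 (6 called) DESeq2 called 2, and edgeR 3 with no low-count filter and 3 with cells thinned before summing. In cluster 2 (6 called) DESeq2 called 13, and edgeR 19 with no low-count filter and 0 with cells thinned before summing (115 of 1067 at an unadjusted p of 0.05). In cluster 3 (1 called) DESeq2 called 0 (17 at an unadjusted p of 0.05), and edgeR 0 without hormone genes (34), 3 with no low-count filter and 0 with cells thinned before summing (0 of 53). In cluster 4 (3 called) DESeq2 called 5, and edgeR 5 without hormone genes. The odds ratio of the E2F motif was 4.35 with the 440 genes of Table S3. For the 27 genes called higher in cluster 4 among all tested (2.97) it was 1.72, 0.548 and 2.68 with a background matched on GC content, the motif TTSSCGCC and a window from −500 to +100.

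The genes that reversed are mostly hormones. From cluster 1 to 2, Ppy was −0.64 with 15 principal components and Ins2 0.0138 with no low-count filter. From cluster 2 to 3, Ppy was 0.26 and Sst 1.98 with the named genes kept, Gcg 2.15, Ppy 3.25 and Sst 2.199 at resolution 0.3, Gcg 0.78 and Ppy 0.62 with 15 principal components, and Gcg 2.13, Ppy 3.48 and Sst 2.64 with doublets removed. From cluster 3 to 4, Ppy was −2.63 with cells thinned before clustering, −0.76 with 15 principal components and −3.12 with doublets removed. Between PPTx and control, Sst was −2.19 in all islet cells, and Ppy in cluster 4 (−4.96) ran from −5.71 without PPTx replicate 4 to 2.22 without control replicate 2, and was called without control replicate 2, control replicate 3 (−5.48) or control replicate 4 (−5.25). With cells thinned before summing, the CPM difference of Pdx1 was 12.1 from cluster 1 to 2 and that of Rb1 −8.94 from cluster 2 to 3. For these values and the counts above the cause was not tested.

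With each sample left out in turn, the difference in cluster 4 ran from 4.24 to 4.84, those in clusters 1, 2 and 3 from −20.4 to −2.85 (without control replicate 1), −5.66 to 1.41 (without PPTx replicate 2) and 5.79 (without PPTx replicate 2) to 15.7. The S or G2/M difference ran from 7.80 to 13.0 (without control replicate 1, exact p = 0.0286), the UMI difference from 0.342 to 0.402, and the pseudo-time steps from 0.211 to 0.272, 0.135 to 0.184 and 0.209 to 0.338. Counts ran from 0 (without control replicate 4, 106 at an unadjusted p of 0.05) to 11 (without PPTx replicate 3) between clusters 1 and 2, 4 to 5 between 2 and 3, 5 (without PPTx replicate 2 or 3) to 30 between 3 and 4, and 0 (without PPTx replicate 2 or 3, with 9 and 8 at an unadjusted p of 0.05) to 3 (without control replicate 3) for the interaction. Between PPTx and control they ran from 4 (without PPTx replicate 1) to 31 (without PPTx replicate 4) in beta-like cells, 4 to 10 (without control replicate 3) in cluster 1, 2 (without PPTx replicate 1 or control replicate 3) to 14 (without PPTx replicate 3) in cluster 2, 0 (without control replicate 3 or PPTx replicate 3, with 21 and 46) to 4 (without control replicate 2) in cluster 3, and 2 to 16 (without control replicate 4) in cluster 4. The bulk lists ran from 0.32 to 0.41 and −0.35 to −0.21. Depth limits the named genes with few UMIs, most of which edgeR could not test.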

Differences from the paper's values

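The exact sign-flip test of named genes with few UMIs was chosen only after edgeR's filter was seen to leave them untested. The paper's tests of genes between clusters took cells as replicates, whereas samples are the replicates here. Its test of cluster shares took samples, as is done here. Of 61 folds of Table 1, 43 lay within 1.5 times the paper's and 3 differed, and all 24 phase shares and both cluster 4 shares were within that range.

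The 3 folds that differ, of Cdk1, E2f2 and E2f3 from cluster 3 to 4, lie more than 1.5 times and more than the SD between samples from the paper's. Their 95% counting intervals here all take in the paper's value. The paper's folds rest on the same deposited cells, however, so counting error by itself does not explain the gaps. Where no SD could be had, that interval was used in its place, and a gap then counts as closed even if the fold did not come nearer.

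For Cdk1 the paper gives a fold of 107.92, and the pooled fold here was 66.8. Of the alternatives set before the data were examined, the gap closed with the named genes kept, cells thinned before clustering, resolution 0.3, 15 principal components, sums of at least 5 cells, cells thinned before summing, and without PPTx replicate 2, 3 or 4. It did not with no named or cell cycle genes, resolution 0.8, doublets removed, without hormone genes, or without control replicate 1, 2, 3 or 4 or PPTx replicate 1. Values near the paper's were reached with the named genes kept (at least 101), at resolution 0.3 (105) and without PPTx replicate 4 (101), while with cells thinned before summing (58.04) or without PPTx replicate 2 (62.2) the fold moved away and the gap closed because no SD could be had, with 1 and 2 UMIs in cluster 3.

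For E2f2 the paper gives 20.81 and the fold here was 7.83. The gap closed with sums of at least 5 cells, cells thinned before summing, and without control replicate 3, control replicate 4 or PPTx replicate 2, and with none of the other alternatives. Of these only cells thinned before summing came near the paper's value (24.9, from 1 UMI in cluster 3), and the others gave 7.54 to 10.5, with wide counting intervals. For E2f3 the paper gives 9.46 and the fold here was 5.48. The gap closed with the named genes kept, resolution 0.3, resolution 0.8, 15 principal components, doublets removed, and without control replicate 3, PPTx replicate 1 or PPTx replicate 2, and with none of the others. It came near the paper's value at resolution 0.3 (8.78), with 15 principal components (10.7) and with doublets removed (9.33).

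The paper counts 58 control cells in cluster 3, against 24 here. With the named genes kept among the variable genes, as in the paper's methods, the count was 59. The gap also closed at resolution 0.3 (51), with 15 principal components (40) and with doublets removed (44), and did not with no named or cell cycle genes (21), resolution 0.8 (24) or cells thinned before clustering (90).

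The paper's text states that Dnmt3a rose in cluster 4, while its Table 1 gives a fold of 0.49 from cluster 3 to 4. Here the ratio was 0.545, and no alternative called a rise over that step. It states that functional genes declined toward cluster 4. Of its 7 genes, Nkx6-1, Ucn3 and Esrrg had pooled ratios of 0.646, 0.649 and at most 0.854 from cluster 3 to 4, while Ins1, Ins2 and Neurod1 had log2 fold changes of −0.09, −0.06 and 0.06 and Pdx1 a ratio of 1.34. Ucn3 was called with sums of at least 5 cells (−0.66) and without PPTx replicate 4 (−0.69). Over the earlier steps, Ins1 was called lower from cluster 1 to 2 with no named or cell cycle genes (−0.22), 15 principal components (−0.34), doublets removed (−0.28), DESeq2 (−0.22), cells thinned before summing (−0.23) and without PPTx replicate 3 (−0.24), and Ins2 from cluster 2 to 3 with no low-count filter (−0.71). It states that Gcg and Ppy were not altered, and their pooled ratios were 68.7 and 10.6 without a call. Ppy was called at resolution 0.8 (2.07), with no replicate block (6.01), with no low-count filter (1.79) and without PPTx replicate 3 (2.73).

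The paper states that endoplasmic reticulum genes were activated at clusters 2 and 3. Within samples edgeR called none of 10 from cluster 2 to 3, where 1 (Ssr3) passed an unadjusted p of 0.05, and Wfs1 was −0.17. Over the step from cluster 1 to 2 it called 1 of 7 tested, Hsp90b1, a call lost without some single samples. The exact sign-flip test of CPM passed an unadjusted p of 0.05 there for 7 of the 10, and for none after adjustment. From cluster 1 to 2, Hspa5 was called with the named genes kept (0.42), without hormone genes (0.44) and without PPTx replicate 2 (0.50) or 3 (0.43), and Pdia6 with the named genes kept (0.48) and without PPTx replicate 2 (0.44). From cluster 2 to 3, with the named genes kept, edgeR called Hspa5 (0.44), Hsp90b1 (0.59) and Ssr3 (0.57). With no named or cell cycle genes it called Ssr3 (0.53). With 15 principal components it called Hspa5 (0.76), Pdia3 (0.57), Pdia4 (0.81), Pdia6 (0.72), Hsp90b1 (0.62), Ssr3 (0.53) and Manf (0.71). Where the named genes were kept, they could themselves help define the clusters they were tested between. The paper also states a rise of Trp53, Rb1 and Brca1. Trp53 passed an unadjusted exact p with the named genes kept and without PPTx replicate 2 (0.0312 each), and Rb1 with doublets removed (0.0312).

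The paper states a higher induction of endoplasmic reticulum genes after PPTx in clusters 1, 2, 3 and 4. Within single clusters edgeR called none of the 10 genes, and DESeq2 called Pdia6 in cluster 2 (0.59). In beta-like cells together edgeR called Pdia6. Hspa5 was also called by DESeq2 (0.63) and with no low-count filter (0.67). Hsp90b1 was called by DESeq2 (0.67), with no low-count filter (0.71) and without PPTx replicate 4 (0.77). Manf was called with no low-count filter (0.64) and without control replicate 3 (0.86). With the replicate block, a pairing that stays open, edgeR called Hspa5, Hsp90b1 and Manf as well.

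For the rise to cluster 4 that the paper states, the exact sign-flip p over samples was between 0.0625 and 0.5 for Ccnb1, Ccnb2, Ccne1, Cdk2, E2f1, E2f3, E2f8, Mki67, Foxm1, Chek1, Chek2, Brca1, Brca2, Bard1, Atm and Hells, and 0.172 for Cdk4, for which Table 1 gives a rise. Apart from E2f1, Brca1, Atm, Hells and Cdk4, no sample of these went the other way, and samples without a difference fix p at the smallest value possible, so the test could not pass and says nothing against a rise. Mki67 passed it (0.0312) with the named genes kept, resolution 0.3, 15 principal components and doublets removed. E2f1 passed it with cells thinned before clustering, resolution 0.3, doublets removed, cells thinned before summing and without control replicate 2. Hells passed it with the named genes kept, no named or cell cycle genes, cells thinned before clustering, resolution 0.3, resolution 0.8 and doublets removed, and Bard1 with the named genes kept, resolution 0.3 and doublets removed. Cdk4 passed it with the named genes kept, cells thinned before clustering, resolution 0.3, 15 principal components, doublets removed and without PPTx replicate 4. Chek1 and Chek2 were not run under the alternatives, and the other genes passed it under none. Over the earlier steps of Table 1, E2f2 passed it from cluster 1 to 2 with the named genes kept and without control replicate 2, and its fall from cluster 2 to 3 with the named genes kept and without control replicate 4. E2f4 passed it from cluster 1 to 2 without control replicate 1. The paper states an enrichment of E2F motifs in cluster 4 genes. For the 27 genes called higher in cluster 4 here the odds ratio was 2.97 (Fisher's exact p = 0.185), and for the paper's 440 genes it was 4.35.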

Other observations

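The tests of cluster 4 for depth and immune cells, of UMIs and pseudo-time, of the bulk lists without cluster 4, of a shift of cells for Mt1, of Gcg in few cells and of Hspa5 within samples were chosen only after the result was seen.

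The larger share of cluster 4 cells after PPTx stayed with cells thinned before clustering, at 5.52 percentage points, which argues against depth. At least 2 UMIs of immune markers were found in 3.23% of its cells, which argues against immune cells. A larger share of replicating cells after PPTx may be a biological difference, as a hypothesis, and replicating markers without clusters neither show nor exclude it, at 1.02 percentage points with an exact permutation p of 0.457. These markers were found in 25% of 28 cluster 4 cells called S and in 74.1% of 27 called G2/M. As 9 of the 10 markers are in the list that made the G2/M calls, this gap is built in, and whether the markers missed S phase cells stays open. The larger share of S calls in cluster 4 after PPTx had an exact permutation p of 0.0286, which argues against chance.

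Cluster 3 held 31.0% of the cells of PPTx replicate 2 and at most 22.2% of those of the 5 samples with a higher median of UMIs, which argues against deeper cells in that sample. The source stays open. Between samples, Spearman's rho of this share with the median of UMIs was 0.619 (exact permutation p = 0.115).

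Pooled over cells, Hspa5 was higher in cluster 3 than in cluster 2, and 17.5% of this log2 change was left within samples, so unequal shares of the samples in the clusters may give most of it. For Gcg in cluster 4, 99.1% of the UMIs were in 5 cells, and for Ppy in cluster 1 after PPTx 91.6%, so a few cells with a large amount of hormone RNA may give both.

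Mt1 was lower after PPTx in beta-like cells (518 ± 162 CPM in control and 203.8 ± 49.2 CPM in PPTx, SD, n = 4 each, exact permutation p = 0.0286). In cluster 2 alone it fell by 1.20 on the log2 scale (−1.20), which argues against a shift of cells between clusters. Outside clusters 1–4 it was higher after PPTx, with a log2 ratio of 0.47 (exact permutation p = 0.143), which argues against free RNA from these cells. A response of beta-like cells to PPTx may be a biological explanation, as a hypothesis. Outside the genes the paper discusses, 2210019I11Rik fell by 1.40 after PPTx (standard error 0.30, adjusted p = 0.0334 by edgeR), a gene named after its values were seen.

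The genes that the paper lists as changed in bulk islets after PPTx were tested in beta-like cells. Of the 693 listed as higher, 416 were tested, 89.7% were higher (48.2% of the other genes) and the median log2 fold change was 0.35 above that of the other genes. Of the 573 listed as lower, 276 were tested, 18.1% were higher and the median was 0.24 below the others, a difference of −0.24. Camera called both lists, and both calls held under fry and with the estimated correlation. Without cluster 4 the shift of the higher genes was 0.34, which argues against the larger share of cluster 4 cells as the whole source, and in cluster 2 alone it was 0.30. Of 35 splits of the samples, 1 gave a shift as large for the higher genes, which argues against chance, and 2 did for the lower genes, for which chance is not excluded. Of the 15 genes called in beta-like cells, 13 changed as listed in bulk islets.

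For counts of called genes within cluster 1, cluster 2 and cluster 4, 1 of 35 splits of the samples, the real split, gave as many in each. This argues against chance but does not exclude it, as it is the smallest share these splits allow. Another split gave up to 3, 4 and 2 genes, against 6, 6 and 3 found. Within cluster 3, 9 of 35 splits gave as many, so chance is not excluded there either. Between clusters 1 and 2, 2 of 100 drawn swaps of the cluster labels within samples gave at least the 6 found, with up to 7 in another swap. Between 2 and 3, 2 of 64 gave at least the 5 found, with a median of 2 and up to 5 in the others, and between 3 and 4, 1 of 64 gave the 27 found, with up to 14 in the others. The shares of swaps were 0.02, 0.03125 and 0.0156, with a narrow margin in the former pair of counts. The labels came from clustering these same cells, which favours the real labels, so chance is not excluded by these shares.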
